# Epigenetic maintenance of adult neural stem cell quiescence in the mouse hippocampus via Setd1a

**DOI:** 10.1038/s41467-024-50010-y

**Published:** 2024-07-06

**Authors:** Ting Zhao, Yan Hong, Bowen Yan, Suming Huang, Guo-li Ming, Hongjun Song

**Keywords:** Epigenetics and plasticity, Neural stem cells

## Abstract

Quiescence, a hallmark of adult neural stem cells (NSCs), is required for maintaining the NSC pool to support life-long continuous neurogenesis in the adult dentate gyrus (DG). Whether long-lasting epigenetic modifications maintain NSC quiescence over the long term in the adult DG is not well-understood. Here we show that mice with haploinsufficiency of *Setd1a*, a schizophrenia risk gene encoding a histone H3K4 methyltransferase, develop an enlarged DG with more dentate granule cells after young adulthood. Deletion of *Setd1a* specifically in quiescent NSCs in the adult DG promotes their activation and neurogenesis, which is countered by inhibition of the histone demethylase LSD1. Mechanistically, RNA-sequencing and CUT & RUN analyses of cultured quiescent adult NSCs reveal *Setd1a* deletion-induced transcriptional changes and many Setd1a targets, among which down-regulation of *Bhlhe40* promotes quiescent NSC activation in the adult DG in vivo. Together, our study reveals a Setd1a-dependent epigenetic mechanism that sustains NSC quiescence in the adult DG.

## Abstract (web summary)

Quiescence is required to maintain the neural stem cell pool to support life-long continuous adult neurogenesis in the hippocampus. Here the authors reveal an epigenetic mechanism sustaining neural stem cell quiescence in the adult mouse hippocampus.

## Introduction

Adult neurogenesis occurs throughout life in the dentate gyrus (DG) of the hippocampus in almost all mammals examined and contributes to specific brain functions, whereas its dysregulation has been implicated in a number of brain disorders^1–9^. In the adult mouse DG, radial glia-like cells (RGLs) are bona fide multipotent adult neural stem cells (NSCs)^10,11^ and an overwhelming majority of them reside in a state of reversible cell cycle arrest, named quiescence^12^. Once activated, RGLs give rise to new dentate granule cells and astrocytes and are often depleted^10,13–15^. Consequently, there is an age-dependent decline in the size of the adult NSC pool accompanied by reduced adult hippocampal neurogenesis^16–19^. Similarly, a number of genetic manipulations that promote precocious activation of quiescent RGLs in mice, such as deletion of FoxOs^20,21^ or Mfge8^22^, leads to premature depletion of the NSC pool during early postnatal stages, resulting in decreased adult hippocampal neurogenesis later in life. Given that quiescence is required to maintain life-long continuous neurogenesis^12,23^, a better understanding of the molecular mechanisms regulating adult NSC quiescence is of significant importance.

A growing body of evidence indicates that the quiescent state of RGLs is not a dormant state, but is actively regulated in the adult brain^12,24–28^. Extracellular signals from the local niche^29–32^ converge in RGLs, and downstream intrinsic factors, including metabolites^33–36^, signaling pathways^37^, cell cycle regulators^38^, and transcription factors^39–42^, mediate the effects of niche signals to balance RGL quiescence versus activation^12,23^. For example, a number of neuronal activity-dependent niche factors have been shown to dynamically regulate RGL quiescence^32^, such as GABA^30^ and sFRP3^29,43^. On the other hand, as a hallmark of adult NSCs, quiescence can be maintained over months and years before RGL reactivation^44^, and even upon deletion of factors such as PTEN^10^, Mfge8^22^, and GABAR_A_^30^ that promote quiescent RGL activation, the majority of RGLs remain quiescent. Therefore, beyond mechanisms that dynamically regulate quiescent RGL activation upon demand, there could exist a fundamental mechanism to ensure sustained adult NSC quiescence over the long term. Epigenetic mechanisms, including long-lasting DNA and histone modifications, are ideal candidates^45^. While epigenetic mechanisms have been shown to affect the identity and differentiation of adult NSCs and their progeny^46–52^, whether and how epigenetic mechanisms may regulate adult NSC quiescence in the DG is not well-understood^53–55^.

*Setd1a* encodes a histone methyltransferase that deposits mono-/di-/trimethylation epigenetic marks on the lysine 4 residue in histone 3 tails (H3K4me1/2/3)^56^. In humans, rare heterozygous loss-of-function variants in the *Setd1a* gene increase the risk of schizophrenia (SCZ) about 35-fold^57–59^. Several *Setd1a*^+/−^ mouse models have been generated to investigate how this SCZ-associated chromatin regulator affects brain functions and behaviors^60–62^. Some common findings include reduced levels of H3K4me3, disrupted expression of synaptic genes, defective synaptic transmission, aberrant morphology in neurons^60–62^, and behavioral abnormalities, such as deficits in spatial working memory and recognition memory^60,61^. Many of these deficits can be rescued with pharmacological inhibition of LSD1, a histone demethylase that counters the effect of *Setd1a*^60,63^, implying an epigenetic mechanism of *Setd1a* in these biological processes. To date, all published mouse studies have been focused on the role of *Setd1a* in the prefrontal cortex and striatum^60–62^, whereas its role in the hippocampus and neurogenesis has not been investigated. Here, we show that adult mice with *Setd1a* haploinsufficiency develop an enlarged DG. We further investigate the specific role of *Setd1a* in regulating adult hippocampal neurogenesis and identify an epigenetic mechanism that sustains NSC quiescence in the adult mouse DG.

## Results

### Increased number of dentate granule cells in adult mice with *Setd1a* haploinsufficiency

We first crossed *Setd1a*^*fl/fl*^ mice^64^ with *Nestin-Cre* mice^65^ to delete *Setd1a* in the embryonic mouse brain. The efficacy of *Setd1a* deletion was confirmed by Western blotting with E17.5 brains (Supplementary Fig. 1a, b). Homozygous conditional knockout mice died by postnatal day 2 (P2) and heterozygous conditional knockout mice (hereafter, referred to as cHet) survived into adulthood. Interestingly, the DG was substantially enlarged in 3-month-old cHet mice compared to wildtype (*Setd1a*^*fl/+*^, WT) littermates (Fig. 1a, b). We measured the size of neuronal layers in the hippocampus in every 6^th^ section across the entire dorsal-ventral axis and found specific enlargement of the dentate granule cell layer, but not CA1 or CA3 neuronal layers in cHet compared to WT mice (Fig. 1a, b). Specifically, cHet mice exhibited increased layer thickness, but not density of dentate granule cells, compared to WT littermates (Fig. 1c, d). Further time course analysis showed no significant difference between WT and cHet mice in the size of the dentate granule cell layer at P14 and P28, but an increased size in cHet mice at 3 and 9 months (Fig. 1b and Supplementary Fig. 1c–h), indicating an adult-onset phenotype.

**Fig. 1:**
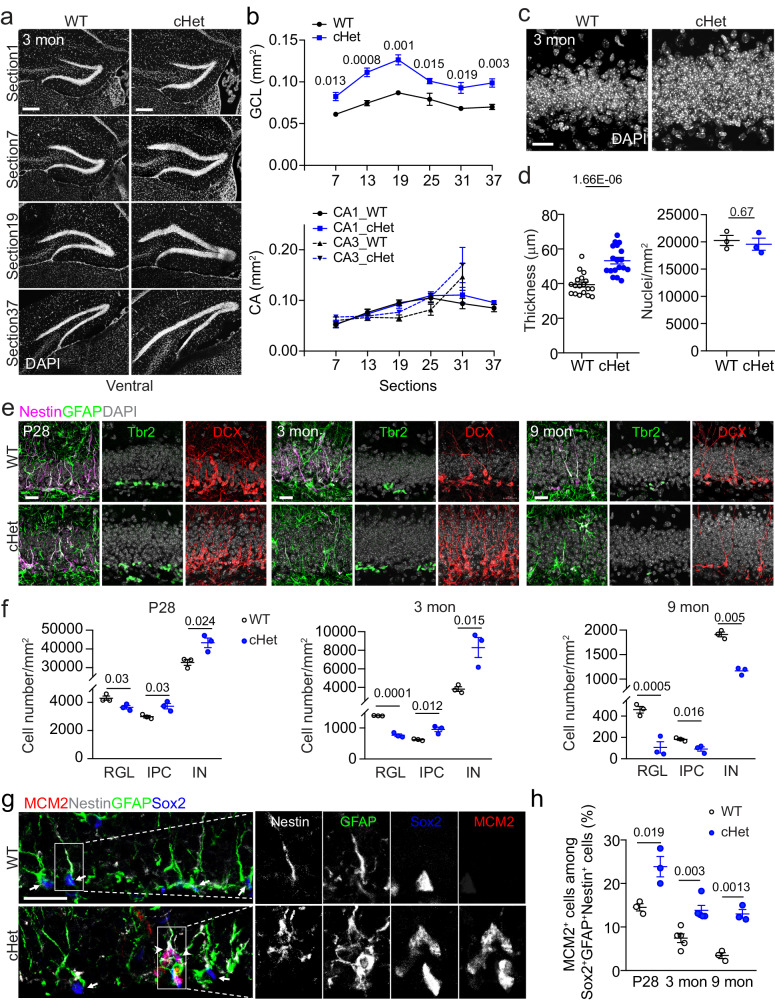
*Setd1a* haploinsufficiency results in an enlarged DG and elevated activation of DG quiescent RGLs in the adult mice. **a**, **b** Sample images (**a**; scale bars: 200 μm) and quantification of areas of the dentate granule cell layer (GCL), CA1 and CA3 neuronal layers of every 6th brain section along the dorsal-ventral axis of the hippocampus in 3-month-old WT and cHet mice (**b**). Values represent mean ± SEM (DG: *n* = 4/WT, 6/cHet; CA1: *n* = 4/WT, 3/cHet; CA3: *n* = 4/WT, 3/cHet). **c**, **d** Sample confocal images of DAPI staining of the suprapyramidal blade of the DG in 3-month-old WT and cHet mice (**c**; scale bar: 20 μm) and quantification of the thickness of GCL and densities of dentate granule cells (**d**). Each dot represents data from one section (left panel) or one mouse (right panel). Values represent mean ± SEM (*n* = 3/WT, 3/cHet). **e**, **f** Sample confocal images of immunostaining of various markers and DAPI (**e**; scale bars: 20 μm) and quantification of the densities of Nestin^+^GFAP^+^ radial glial-like neural stem cells (RGLs), Tbr2^+^ intermediate progenitor cells (IPCs) and DCX^+^ immature neurons (INs) in the DG of WT and cHet mice at P28, 3 months and 9 months (**f**). In **f**, each dot represents data from one mouse. Values represent mean ± SEM (*n* = 3/WT, 3/cHet for each condition). **g**, **h** Sample confocal images of immunostaining of RGL markers Nestin, GFAP and Sox2 and proliferation marker MCM2 RGLs in the DG of 3-month-old WT and cHet mice (**g**; scale bars: 20 μm) and quantification of percentages of MCM2^+^Nestin^+^GFAP^+^Sox2^+^ active RGLs among Nestin^+^GFAP^+^Sox2^+^ total RGLs in the DG of P28, 3-month-old and 9-month-old WT and cHet mice (**h**). Arrowheads mark MCM2^+^Nestin^+^Sox2^+^GFAP^+^ active RGLs and arrows mark MCM2^-^Nestin^+^Sox2^+^GFAP^+^ quiescent RGLs (**g**). In **h**, each dot represents data from one mouse. Values represent mean ± SEM (*n* = 5/WT, 5/cHet for 3 months and *n* = 3/WT, 3/cHet for P28 and 9 months). Two-tailed Student’s t-test is performed for statistical analysis and *P* values are listed. Source data are provided as a Source Data file.

We next examined the cellular mechanism underlying the increased number of dentate granule cells in the adult cHet mice. The adult DG harbors a population of quiescent RGLs, which can be activated to give rise to new dentate granule cells throughout life^1,8,66^, and thus potentially contribute to the increased number of dentate granule cells. To examine adult hippocampal neurogenesis, we quantified densities of Nestin^+^GFAP^+^ RGLs, Tbr2^+^ intermediate progenitor cells (IPCs), and DCX^+^ immature neurons (INs) in the DG at P28, 3 months and 9 months. Compared to WT littermates, densities of IPCs and INs increased at P28 and 3 months, but decreased at 9 months in cHet mice, whereas the density of RGLs in cHet mice was lower at all time points examined with increasing differences over time (Fig. 1e, f). Next, we directly examined quiescent RGL activation and found an increased percentage of MCM2^+^Nestin^+^GFAP^+^Sox2^+^ active RGLs among Nestin^+^GFAP^+^Sox2^+^ total RGLs in the DG of cHet mice at P28, 3 months and 9 months compared to WT littermates (Fig. 1g, h).

Taken together, these results show that heterozygous *Setd1a* deletion in the embryonic nervous system results in the enlargement of DG in adulthood. Mechanistically, *Setd1a* haploinsufficiency leads to elevated activation of quiescent RGLs in the adult DG, resulting in an increased number of dentate granule cells and accelerated depletion of RGLs over time. Given the strong phenotype in heterozygous deletion animals (Fig. 1f–h), these findings suggest an indispensable role of *Setd1a* for the long term maintenance of RGL quiescence and the NSC pool in the adult DG.

### Elevated activation of quiescent RGLs in the postnatal DG upon induced *Setd1a* deletion

In our *Nestin-cre*-based mice, *Setd1a* was deleted in all cells in the embryonic nervous system and there could be both non-cell autonomous effects and indirect effects of epigenetic inheritance from development on RGLs in the adult DG. To further support our model and examine the cell autonomous direct role of *Setd1a* specifically in quiescent RGLs, we generated sets of *Setd1a* inducible heterozygous and homozygous conditional deletion mice with matched controls, including *Hopx-CreER*^*T2*^::*Setd1a*^*fl/+*^*::H2B-GFP* (iHet), *Hopx-CreER*^*T2*^*::Setd1a*^*fl/fl*^*::H2B-GFP* (iKO), and *Hopx-CreER*^*T2*^*::Setd1*^*+/+*^*::H2B-GFP* (WT), by crossing mice with the *Setd1a*^*fl/fl*^ conditional allele with the *Hopx-CreER*^*T2*^ driver that specifically targets quiescent RGLs in the adult DG^44^ and has an inducible nuclear localized *H2B-GFP* reporter^67^. We injected 6-week-old mice with tamoxifen once daily for 3 days and analyzed the efficacy of *Setd1a* deletion in RGLs at 3 and 6 days after the last injection (dpi) by immunohistology (Supplementary Fig. 2a). Quantification of Setd1a expression showed reduced levels in RGLs of iHet mice at 3 and 6 dpi with further decreased levels in iKO mice, especially at 6 dpi (Supplementary Fig. 2b–e). We next examined RGL activation in these animals at 7 dpi (Fig. 2a). Quantification revealed a significant increase in the percentage of MCM2^+^Sox2^+^Nestin^+^GFP^+^ active RGLs among Sox2^+^Nestin^+^GFP^+^ total RGLs in the DG of both iHet and iKO mice compared to WT littermates (Fig. 2b, c). We then examined the consequence of elevated quiescent RGL activation at 14 and 30 dpi (Fig. 2d). At 14 dpi, quantification showed significantly increased percentages of Tbr2^+^ IPCs and DCX^+^ INs and decreased percentages of Nestin^+^GFAP^+^GFP^+^ RGLs among all GFP^+^ cells in the iHet and iKO mice compared to WT mice (Fig. 2e, f). At 30 dpi, there were still increased percentages of INs and decreased percentages of RGLs, but no difference in percentages of IPCs, among all GFP^+^ cells in the iHet and iKO mice compared to WT mice (Fig. 2g, h).

**Fig. 2:**
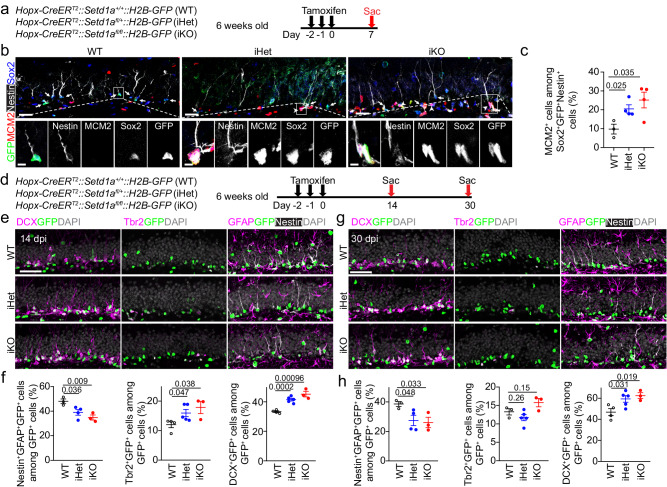
RGL-specific deletion of *Setd1a* promotes quiescent RGL activation and neurogenesis in the adult mouse DG. **a**–**c** Deletion of *Setd1a* specifically in RGLs promotes their activation in the adult DG. Shown in (**a**) is a schematic diagram of the experimental design. Shown in (**b**) are sample confocal images of immunostaining for various markers. Scale bars, 20 μm (inset, 5 μm). Arrowheads mark MCM2^+^Nestin^+^Sox2^+^GFP^+^ active RGLs and arrows mark MCM2^-^Nestin^+^Sox2^+^GFP^+^ quiescent RGLs. Shown in (**c**) is the quantification of the percentage of MCM2^+^Nestin^+^Sox2^+^GFP^+^ active RGLs among Nestin^+^Sox2^+^GFP^+^ total RGLs in the DG. Each dot represents data from one mouse. Values represent mean ± SEM (*n* = 3/WT, 4/iHet, 4/iKO; *P < 0.05). **d**–**h** Deletion of *Setd1a* in RGLs led to increased neurogenesis in the adult DG. Shown in (**d**) is a schematic diagram of the experimental design. Also shown are sample confocal images of immunostaining for various markers and DAPI at 14 (**e**) and 30 (**g**) days after the last tamoxifen injection (scale bars, 50 μm) and quantifications of percentages of Nestin^+^GFAP^+^GFP^+^ RGLs, Tbr2^+^GFP^+^ IPCs and DCX^+^GFP^+^ INs among total GFP^+^ cells in the DG of adult WT, iHet and iKO mice at 14 (**f**) and 30 (**h**) days after the last tamoxifen injection. In (**f**–**h**), each dot represents data from one mouse. Values represent mean ± SEM (14 days: RGLs: *n* = 3/WT, 4/iHet, 3/iKO; IPCs: *n* = 4/WT, 5/iHet, 3/iKO; INs: *n* = 4/WT, 5/iHet, 3/iKO; 30 days: RGLs: *n* = 3/WT, 4/iHet, 3/iKO; IPCs: *n* = 3/WT, 5/iHet, 3/iKO; INs: *n* = 4/WT, 5/iHet, 3/iKO). Two-tailed Student’s t-test is performed for statistical analysis and *P* values are listed. Source data are provided as a Source Data file.

We also examined whether the role of *Setd1a* is specific to quiescent RGLs by analyzing NSCs in the developing DG. Our previous study has shown that *Hopx-CreER*^*T2*^ targets the population of NSCs in the developing DG that gradually transitions into quiescent RGLs from P7 to P14^28,44^, therefore we used the same set of animals. We injected tamoxifen once at P1 and examined the proliferation of Sox2^+^Nestin^+^GFP^+^ NSCs at P3, P7 and P14 (Supplementary Fig. 3a). We did not detect any differences in the percentage of MCM2^+^Sox2^+^Nestin^+^GFP^+^ NSCs among Sox2^+^Nestin^+^GFP^+^ total NSCs in the DG of WT, iHet and iKO mice at P3 and P7, when almost all NSCs were proliferating (Supplementary Fig. 3b–e). In contrast, at P14 when about 70% of NSCs were quiescent in the WT DG, the percentages of MCM2^+^Sox2^+^Nestin^+^GFP^+^ active NSCs among Sox2^+^Nestin^+^GFP^+^ total NSCs were increased in iHet and iKO mice (Supplementary Fig. 3f, g).

Together, results from this cell type-specific inducible system, particularly the significant effect in iHet mice, suggest a critical and highly sensitive cell autonomous role of *Setd1a* in maintaining RGL quiescence in the DG.

### Suppression of *Setd1a*-deficient quiescent RGL activation in the adult DG by LSD1 inhibition

To investigate the molecular mechanism underlying *Setd1a*-dependent maintenance of RGL quiescence in the adult DG, we first asked whether Setd1a functions through an epigenetic mechanism, given that *Setd1a* is known to exert functions independent of its H3K4 methyltransferase activity, such as mediating DNA damage responses^68^. LSD1, a histone demethylase for H3K4me1/2, is known to counteract the H3K4 methyltransferase function of *Setd1a*^60,63^. For example, pharmacological LSD1 inhibitors TCP^69^ or ORY-1001^70,71^ rescued deficits in axon branching and abnormal behaviors of *Setd1a*^*+/-*^ mice^60^. TCP is a prototype LSD1 inhibitor that also inhibits two major isoforms of monoamine oxidase MAO-A and MAO-B^69^. ORY-1001 is a TCP derivative that exhibits most potent and selective LSD1 inhibition reported to date; ORY-1001 has an over 1000-fold selectivity for LSD1 compared to MAOs^60,70,71^. We injected tamoxifen once daily for 3 days into 6-week-old WT, iHet, and iKO mice followed by TCP or ORY-1001 injection once daily for 7 days, and then performed analysis one day after the last injection of LSD1 inhibitors (Fig. 3a). Immunohistological analysis confirmed that these two LSD inhibitors indeed elevated levels of H3K4me1/2 as well as H3K4me3 in RGLs in WT animals (Supplementary Fig. 4). Quantification showed that either TCP or ORY-1001 treatment decreased percentages of MCM2^+^Sox2^+^Nestin^+^GFP^+^ active RGLs among Sox2^+^Nestin^+^GFP^+^ total RGLs in both iHet and iKO mice (Fig. 3), supporting the notion that *Setd1a* maintains adult RGL quiescence via regulation of H3K4 methylation levels. Notably, LSD1 inhibition also decreased the level of quiescent adult RGL activation in WT mice (Fig. 3b, e). Collectively, these results suggest that *Setd1a* and LSD1, two epigenetic regulators, co-regulate the quiescent state of adult RGLs in the DG, but in the opposite manner.

**Fig. 3:**
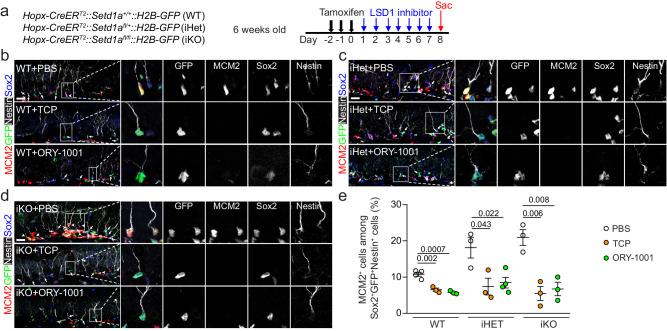
LSD1 inhibition counters *Setd1a* deficiency-induced RGL activation in the adult mouse DG. **a** A schematic diagram of the experimental design. **b**–**d** Sample confocal images of immunostaining for various markers. Scale bars: 20 μm. **e** Quantification of percentages of MCM2^+^Nestin^+^Sox2^+^GFP^+^ active RGLs among Nestin^+^Sox2^+^GFP^+^ total RGLs under the treatment of PBS (control) or LSD1 inhibitors (TCP or ORY-1001) in the DG of adult WT, iHet and iKO mice. Each dot represents data from one mouse. Values represent mean ± SEM (WT: *n* = 4/PBS, 3/TCP, 3/ORY-1001; iHet: *n* = 3/PBS, 3/TCP, 4/ORY-1001; iKO: *n* = 3/PBS, 3/TCP, 3/ORY-1001). Two-tailed Student’s t-test is performed for statistical analysis and *P* values are listed. Source data are provided as a Source Data file.

### Epigenetically regulated transcriptomic changes in *Setd1a*-deficient adult NSCs

To further investigate the molecular mechanism underlying *Setd1a*-dependent maintenance of NSC quiescence, we turned to a culture model that mimics in vivo NSC quiescence by exposing adult NSC cultures^72^ to BMP4/FGF2^36,73,74^. We derived adult NSCs from the DG of 7 ~ 8-week-old *Setd1a*^*fl/fl*^*::Hopx-CreER*^*T2*^*::H2B-GFP* mice in the presence of EGF and FGF2 (Supplementary Fig. 5a). At 2 days after exposure to BMP4/FGF2 without EGF, almost all Sox2^+^ NSCs became Ki67^-^, indicative of quiescence (Supplementary Fig. 5a, b). Importantly, these quiescent adult NSCs were able to re-enter the cell cycle after replating in the presence of EGF/FGF2 without BMP4 (Supplementary Fig. 5a, b). We added lentivirus expressing Cre-GFP or GFP alone (control) to the quiescent adult NSC culture at 2 days after BMP4/FGF2 treatment (Supplementary Fig. 5c). About 80% of NSCs were infected by lentivirus as indicated by GFP expression and *Setd1a* levels were diminished at day 5 (3 days after viral infection) with Cre-GFP expression (Supplementary Fig. 5d–f).

We next performed time course analyzes of these NSC cultures at days 4, 5, 6, 7 and 9 for immunostaining and RNA-seq (Supplementary Fig. 5c). We first examined whether our culture model could recapitulate the elevated activation of *Setd1a*-deficient quiescent RGLs in the adult brain in vivo. Indeed, deletion of *Setd1a* increased the percentage of Ki67^+^GFP^+^ proliferating NSCs among total GFP^+^ NSCs at days 7 and 9, but not at day 5 (Fig. 4a, b). We next examined differentially expressed genes (DEGs) between *Setd1a*-deficient (expressing Cre-GFP) and WT (expressing GFP) NSCs with RNA-seq from days 4 to 9 (Supplementary Dataset 1). GO analysis showed that the downregulated DEGs from *Setd1a*-deficient NSCs were related to cell cycle and DNA repair pathways between days 5 and 7, whereas cell cycle genes were upregulated in *Setd1a*-deficient NSCs between days 6 and 9 (Fig. 4c), consistent with the observation of elevated activation of *Setd1a*-deficient quiescent NSCs at days 7 and 9 (Fig. 4a, b). Our previous single-cell RNA-seq analysis revealed a shift in the energy source and metabolism when adult quiescent RGLs transit into active states in the DG in vivo^24^. Specifically, lysosomal and metabolic pathways enriched in quiescent adult RGLs, such as fatty acid, sphingolipid and glutathione metabolism, were downregulated upon adult RGL activation^24^. Similarly, KEGG pathway analysis of downregulated DEGs from *Setd1a*-deficient NSCs showed downregulated lysosomal and metabolism pathways, including fatty acid, glutathione and sphingolipid metabolism (Fig. 4d). These results suggest that *Setd1a* deficiency results in transcriptomic alterations in cultured quiescent adult NSCs that mimic quiescent adult RGL activation in the DG in vivo.

**Fig. 4:**
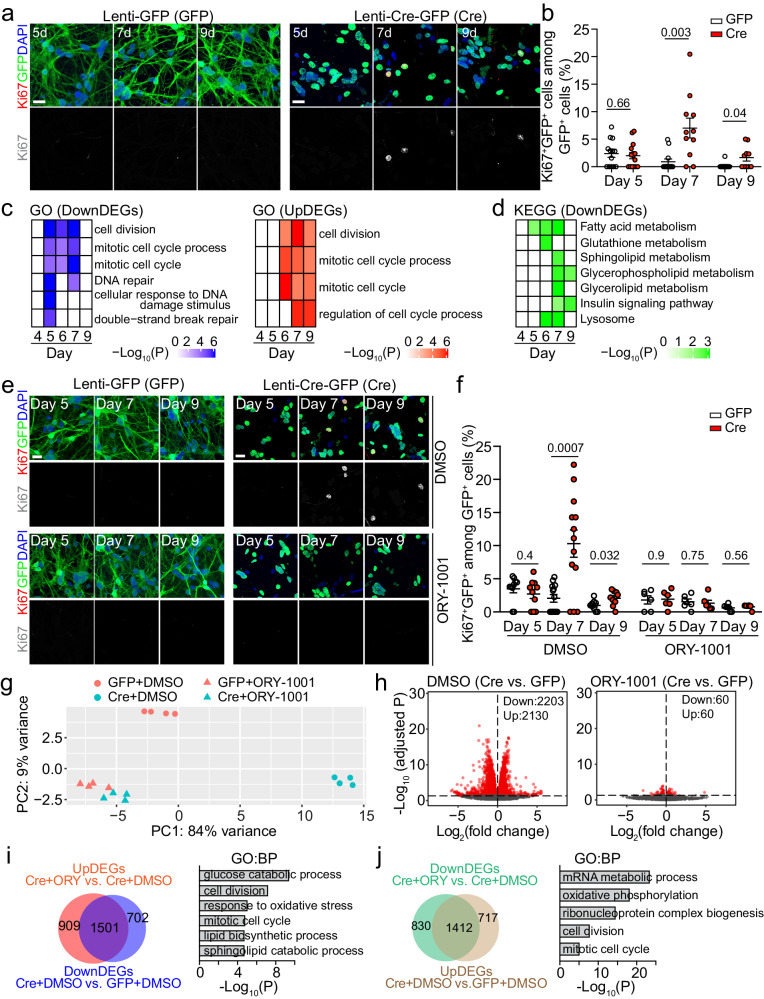
LSD1 inhibition rescues *Setd1a* deficiency-induced gene expression changes in cultured quiescent adult NSCs. **a**, **b** Sample confocal images of immunostaining of Ki67, GFP and DAPI (**a**; scale bars: 20 μm) and quantification of percentages of Ki67^+^GFP^+^ active NSCs among total GFP^+^ cells at days 5, 7 and 9 after lentivirus infection to express GFP or Cre-GFP in *Setd1a*-deficient NSCs at day 2. In **b**, each dot represents data from one image. Values represent mean ± SEM (*n* = 3 independent cultures for each condition). **c**, **d** Pathway analysis of differentially expressed genes upon *Setd1a* deletion in adult NSCs. Shown in (**c**) are heatmaps of GO analysis (biological process) of downregulated and upregulated genes in NSCs from days 4 to 9 with GFP or Cre-GFP expression, indicating dysregulated expression of cell cycle genes and DNA repair genes. Shown in (**d**) is a heatmap of KEGG pathway analysis of downregulated genes from days 4 to 9, revealing downregulated metabolic pathways. **e**, **f** Sample confocal images of immunostaining of Ki67, GFP, and DAPI (**e**; scale bars: 20 μm) and quantification of percentages of Ki67^+^GFP^+^ proliferating NSCs among total GFP^+^ cells under the treatment of LSD1 inhibitor ORY-1001 or DMSO as control at days 5, 7 and 9 with lentivirus to express GFP or Cre-GFP at day 2 (**f**). Values represent mean ± SEM (*n* = 3 independent cultures for each condition). **g**-**j** RNA-seq analysis of WT (GFP) and *Setd1a*-difficient (Cre-GFP) NSCs under the treatment of DMSO (control), or LSD1 inhibitor ORY-1001. Shown in (**g**) is a PCA plot of biological replicates. Shown in (**h**) are Volcano plots of differentially expressed genes under different conditions. Shown in (**i** and **j**) are Venn diagrams of genes that were dysregulated by *Setd1a* deletion and were rescued by LSD1 inhibitor treatment (left) and GO analysis (biological process) of these genes (right). Two-tailed Student’s t-test is performed for statistical analysis and *P* values are listed. Source data are provided as a Source Data file.

To assess whether Setd1a also functions through an epigenetic mechanism to maintain quiescence of cultured adult NSCs as in vivo (Fig. 3), we treated cultured *Setd1a*-deficient quiescent NSCs with the LSD1 inhibitor ORY-1001 from day 2 (Supplementary Fig. 5c). Indeed, ORY-1001 treatment suppressed the elevated activation of *Setd1a*-deficient quiescent NSCs in vitro (Fig. 4e, f). To obtain mechanistic insights into suppression effects of ORY-1001, we performed RNA-seq and found that ORY-1001 treatment dramatically reduced the number of DEGs between *Setd1a*-deficient and WT NSCs at day 7, from 4,333 DEGs between KO + DMSO and WT + DMSO conditions to only 120 DEGs between KO + ORY and WT + ORY conditions (Fig. 4g, h and Supplementary Dataset 1). As a result, most of the *Setd1a* deficiency-induced upregulated and downregulated DEGs were rescued by the ORY-1001 treatment (Fig. 4i, j). GO analysis revealed that these rescued DEGs are related to cell division, cell cycle and metabolism pathways (Fig. 4i, j).

Collectively, our in vitro results corroborated our in vivo findings and suggested that *Setd1a* deficiency-induced and epigenetically regulated transcriptomic changes in quiescent adult NSCs in vitro mimic in vivo adult RGL activation. This in vitro adult NSC model is therefore well suited for identification of *Setd1a* epigenetic targets that may mediate its effect on maintaining adult RGL quiescence in vivo.

### *Bhlhe40*, a *Setd1a* epigenetic target, maintains RGL quiescence in the adult DG

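Setd1a binding was mapped with CUT & RUN in cultured WT quiescent adult NSCs at day 5 of quiescence culture. In this assay an antibody bound to chromatin in permeabilized cells directs a nuclease to cut the DNA beside the bound protein, and the released fragments are sequenced. The experiment had 2 Setd1a libraries, made from independent cultures, and 1 IgG control library. The authors trimmed the reads, mapped them uniquely to mm10 with Bowtie2, removed reads of low mapping quality with SAMtools, called peaks in each Setd1a replicate with MACS2 at its default parameters and kept the peaks found in both. The values analysed were the chromosome, start and end of each peak in this combined list. The list gives no height, enrichment or p-value per peak and does not separate the replicates. Differences between the replicates were therefore not measured here, the depth of the libraries is unknown, and the confidence intervals given for shares cover counting error over peaks or genes only. The chromosome lengths of the GRCm38 reference equalled those of mm10 for 22 of 22 chromosomes, the mitochondrial genome included, so each peak was placed on the GENCODE M21 annotation without a change of coordinates. A peak was counted at a promoter when its nearer edge lay within 3000 bp of the transcription start site (TSS) of any annotated transcript, and it was given to the gene of the nearest TSS. Which transcripts are annotated and how wide the promoter window is both change the resulting shares and gene lists.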

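The list held 6969 peaks, of which 6950 lay on the 19 autosomes and the sex chromosomes. Peaks were 233 to 6529 bp wide, with a median of 465 bp and quartiles of 329 and 688 bp, and together covered 3.85 Mb. When peaks within 1000 bp of each other were merged, 6732 remained, and 5708 peaks were at least 300 bp wide. The density of peaks differed between chromosomes. It had a median of 2.81 peaks per Mb over the autosomes and ranged from 1.89 peaks per Mb on chromosome 14 to 4.36 peaks per Mb on chromosome 11. Chromosome X carried 38 peaks, or 0.222 peaks per Mb, and chromosome Y carried 1 peak. In 10000 random draws of chromosomes in proportion to their length, the number of peaks on 16 of 21 chromosomes departed from the draws at an adjusted p under 0.05 (two-sided permutation test, Benjamini-Hochberg adjustment over the 21 chromosomes), 9 above and 7 below. The largest departure on a chromosome other than Y was that of chromosome X, with 0.0871 times the peaks its length would give (adjusted p = 0.00019). These departures are from length alone. By the share of genes of the paper's RNA-seq tables with a promoter peak, only 2 of 21 chromosomes, X and 10, departed (two-sided Fisher's exact test, adjusted p under 0.05). Peaks were also closer together than by chance, since 6.65% of them had a neighbour within 1000 bp against 0.921% on average in 1000 random placements within the chromosomes (one-sided permutation test, p = 0.001, the smallest these placements can give).

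**Figure D1:**
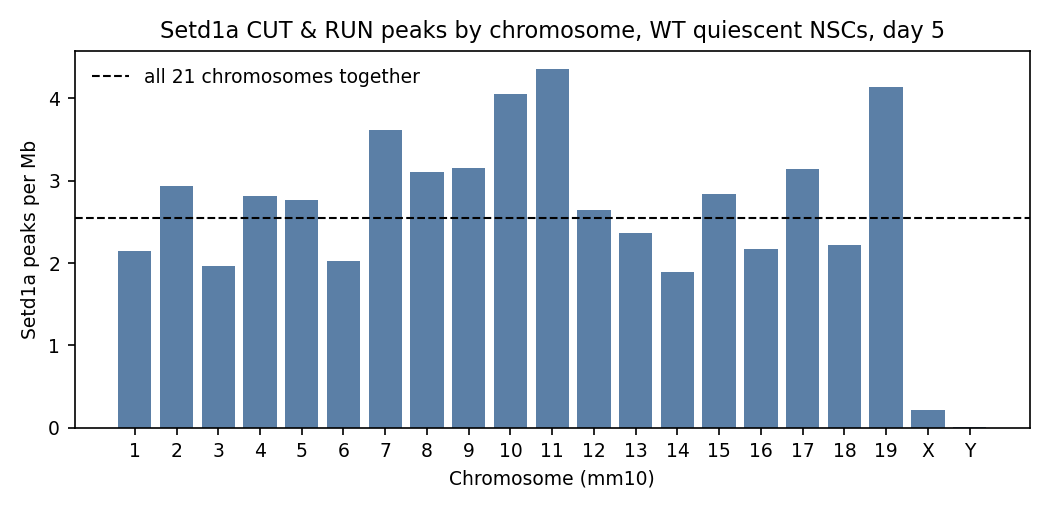
Setd1a CUT & RUN peaks per Mb (vertical axis) on each mm10 chromosome (horizontal axis) in WT quiescent NSCs at day 5, from the combined list of both replicates. Bars give 1 value per chromosome without error bars, and the dashed line is the density over all 21 chromosomes; the bar of chromosome X stands at 0.222 peaks per Mb and that of chromosome 11 at 4.36.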

To identify *Setd1a*-target genes, we performed a *Setd1a* CUT & RUN assay of cultured WT quiescent adult NSCs at day 5 and identified 6969 Setd1a binding sites (Fig. 5a, b and Supplementary Dataset 2). 

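Of the 6969 peaks, 4894 lay within 3000 bp of an annotated TSS, a share of 70.2% (95% Wilson confidence interval 69.1% to 71.3%). Most of these were close to the TSS, with 4518 peaks (64.8%) within 1000 bp and 3402 peaks (48.8%) overlapping a TSS. The share depended on the annotation and fell most, to 63.3%, when only TSSs of protein-coding transcripts were counted. Outside the promoter window, 13.8% of peaks overlapped an intron, 14.1% were distal intergenic, and 1.22% overlapped an exon outside the untranslated regions. Peaks at promoters were wider than the others, with a median of 508 bp (quartiles 354 and 742 bp) against 382 bp. When the 6950 peaks on chromosomes were placed at random within their chromosomes, keeping their widths, 17.1% of them fell within 3000 bp of a TSS on average, and the 1000 placements gave between 15.8% and 18.6%. The observed 70.3% of these peaks was 4.11 times the random mean (one-sided permutation test, p = 0.001, the smallest that 1000 placements can give). Random positions were drawn over whole chromosomes, stretches of unknown sequence included.

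**Figure D2:**
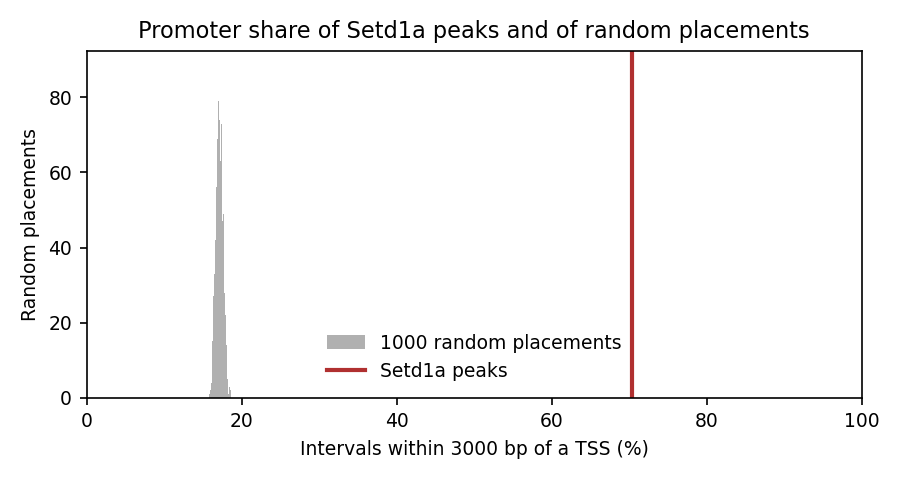
Share of intervals within 3000 bp of a TSS (horizontal axis, %) in 1000 random placements of the Setd1a peaks within their chromosomes (grey histogram, number of placements on the vertical axis) and for the peaks themselves (red line). The placements lie between 15.8% and 18.6%, and the line stands at 70.3%.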

About 66% of the *Setd1a* peaks were localized at promoter regions, which is consistent with the known enrichment of H3K4me3 epigenetic marks at active promoters^75^ (Fig. 5b). To identify potential quiescence-related genes directly regulated by *Setd1a*, we compared genes harboring Setd1a peaks at promoters with DEGs in *Setd1a*-deficit NSCs from our RNA-seq data at day 5, a time point just before the elevated activation of *Setd1a*-deficient quiescent NSCs (Fig. 4a, b). 

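The 4894 promoter peaks belonged to 4576 genes by nearest TSS, of which 4002 are annotated as protein-coding. When each peak was given to every gene with a TSS within 3000 bp, 6597 genes had a promoter peak, because 1 peak can then count for several genes. The genes compared with them were taken from the paper's tables of DEGs in *Setd1a*-deficient NSCs (Supplementary Dataset 1), which were read in full for day 4, 5, 6 and 9. The paper's day 5 table lists 1776 genes, and each of them was found in the annotation. By nearest TSS, a promoter peak was present at 581 of the 1776 genes, or 32.7% (95% Wilson confidence interval 30.6% to 34.9%). Among the 2114 genes that the paper lists as changed on day 4, 6 or 9 but not on day 5, 660 had a promoter peak, or 31.2% (29.3% to 33.2%). This difference was not significant (odds ratio 1.07, two-sided Fisher's exact test on genes, p = 0.33). With day 5 genes restricted to an FDR under 0.01 in the paper's table, it was significant (odds ratio 1.23, p = 0.012), whereas within quintiles of expression it changed direction (odds ratio 0.95, two-sided permutation test, p = 0.47). Genes that were expressed but changed on none of these days were not analysed here.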

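The downregulated and upregulated genes of the paper's day 5 table were compared with each peak given to 1 gene by nearest TSS. A Setd1a promoter peak was found at 322 of 1006 downregulated genes, or 32.0% (95% Wilson confidence interval 29.2% to 35.0%). It was found at 259 of 770 upregulated genes, or 33.6% (30.4% to 37.0%). The shares did not differ between the directions (odds ratio 0.929, two-sided Fisher's exact test on genes, p = 0.48). Of the genes in the paper's own lists (Supplementary Dataset 2), 300 downregulated and 253 upregulated genes were shared with these. Nearest-TSS assignment leaves out genes whose peak lies nearer to the TSS of another gene. When every gene with a TSS within 3000 bp was counted, 407 downregulated and 309 upregulated genes had a promoter peak. Genes with higher expression had promoter peaks more often, with 16.3% in the lowest and 46.5% in the highest quintile of the paper's logCPM. Downregulated genes were more often highly expressed. For the named genes listed on several days the paper's logCPM is the same on each, such as 8.74 for *Pgk1* on day 5, 6 and 9. It is therefore not a measure of expression at day 5 alone. Within quintiles of logCPM, downregulated genes had promoter peaks less often than upregulated genes (Mantel-Haenszel odds ratio 0.638, two-sided permutation test of the direction within quintiles, p = 0.0001, the smallest that 10000 permutations can give). The difference was largest in the 3rd quintile, where 28.0% of downregulated and 49.6% of upregulated genes had a peak, and was not seen in the 4th, with 36.6% and 35.7%.

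**Figure D3:**
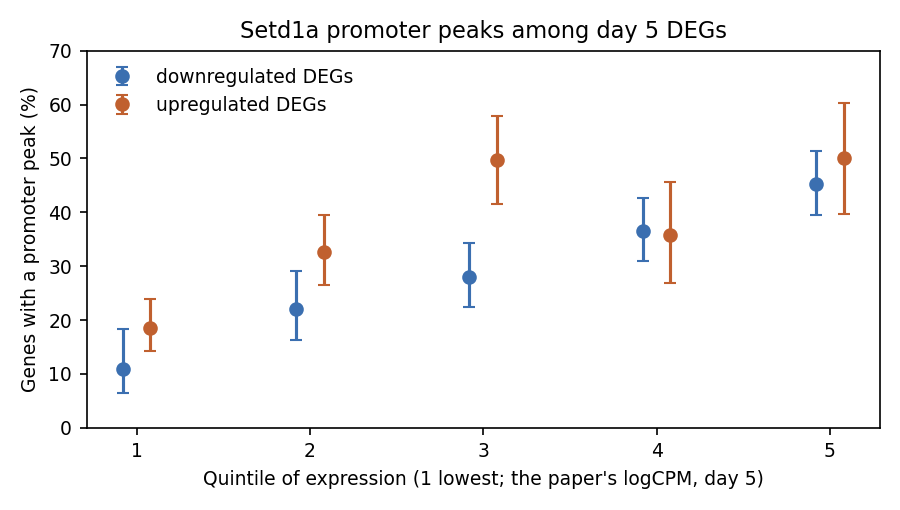
Percentage of downregulated (blue) and upregulated (orange) DEGs at day 5 with a Setd1a promoter peak (vertical axis), by quintile of the paper's logCPM (horizontal axis, 1 lowest). Points are shares of genes and bars are 95% Wilson confidence intervals; upregulated genes lie higher in every quintile except the 4th.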

We found 330 overlapped genes with downregulated DEGs and 276 overlapped genes with upregulated DEGs (Fig. 5c and Supplementary Dataset 2). 

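All 27 genes shown in Fig. 5d had a Setd1a peak with its nearer edge within 1000 bp of one of their annotated TSSs, and at 18 of them the peak overlapped a TSS. The nearest peaks of these genes had a median width of 568 bp, and the narrowest, at *Tcf12*, was 274 bp wide. When each peak was given to 1 gene by nearest TSS, 23 of the 27 genes had a peak. The peaks at the other 4 (*Atr*, *Higd1a*, *Arl6* and *Fbxl5*) were nearest to the TSS of a neighbouring or antisense transcript. In the paper's day 5 table, each of the 27 genes is downregulated, with the paper's log2 fold changes between -2.04 (*Ulk4*) and -0.17 (*Smarca2*) and a median of -0.31.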

Given that *Setd1a* is associated with active promoters and transcription activation^75^, we focused on 330 overlapped genes among downregulated DEGs and our further analysis identified 27 genes whose downregulation may potentially regulate somatic stem cell quiescence based on published studies (Fig. 5d). For example, deletion of either *Bhlhe40* or *Atr* has been reported to activate quiescent muscle stem cells in adult mice^76,77^ (Fig. 5d). 

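*Atr* lies on the plus strand of chromosome 9 (mm10, 95857597 to 95951781). Its peak, from 95857215 to 95857632, was 418 bp wide and overlapped the 5′ end of the gene, with the midpoint 174 bp upstream of the TSS. The same interval overlaps the antisense gene *1700065D16Rik* (95855418 to 95858322), whose TSS also falls within 3000 bp. The sequence of the 60 bp around the *Atr* TSS, from 95857567 to 95857626, is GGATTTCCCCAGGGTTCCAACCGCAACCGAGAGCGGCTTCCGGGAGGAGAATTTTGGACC. The paper's log2 fold change of *Atr* at day 5 is -0.43 (the paper's FDR 0.000575).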

A number of genes, such as *Dazap2*, *Fbxl5 and Pgk1*, have been reported to be involved in key signaling pathways regulating quiescence of somatic stem cells, such as Wnt, mTOR and PTEN pathways^78–80^ (Fig. 5d). In particular, our previous single-cell RNA-seq analysis revealed downregulation of *Bhlhe41* during RGL transition from quiescence to activation in the adult DG^24^. 

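The peak at *Dazap2* (chromosome 15, plus strand, 100615349 to 100620761) ran from 100614885 to 100616710. At 1826 bp it was wider than 99.6% of all Setd1a peaks, and it spanned the TSS and the start of the gene together with the start of *C330013E15Rik*, a noncoding gene annotated as transcribed from a bidirectional promoter. *Fbxl5* (chromosome 5, minus strand, 43744615 to 43821638) had a peak of 281 bp from 43782204 to 43782484. Its edge lay 54 bp upstream of the TSS at 43782150, inside the span of a longer annotated *Fbxl5* transcript and over the start of *Gm43182*. The peak at *Pgk1* (chromosome X, plus strand, 106187100 to 106203699) was 332 bp wide, from 106186755 to 106187086, and ended 14 bp upstream of the TSS. It was 1 of only 38 peaks on chromosome X. The paper's log2 fold changes at day 5 are -0.37 for *Dazap2* (the paper's FDR 9.04e-10), -0.26 for *Fbxl5* (0.0349) and -0.40 for *Pgk1* (1.62e-07). For *Pgk1*, the paper's tables give 0.47 at day 6 and -0.16 at day 9.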

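Both genes lie on chromosome 6 of mm10 and encode basic helix-loop-helix transcription factors. *Bhlhe41* is on the minus strand, from 145858243 to 145865558, and *Bhlhe40* on the plus strand, from 108660629 to 108666925. In WT quiescent NSCs at day 5, the Setd1a peak assigned to *Bhlhe41* ran from 145866361 to 145867146. It was 786 bp wide, lay upstream of the gene with its nearer edge 803 bp from the TSS, and had a GC content of 56.6%. No other annotated gene has a TSS within 3000 bp of this peak. The sequence on the coding strand of *Bhlhe41* at the middle of the peak, from 145866723 to 145866782, is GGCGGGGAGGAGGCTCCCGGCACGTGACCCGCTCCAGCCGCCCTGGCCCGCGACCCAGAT.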

*Bhlhe40* is a paralogous gene of *Bhlhe41*, and *Bhlhe40*/*41* form a homodimer or a heterodimer to function as transcriptional repressors^81^. In cultured quiescent adult NSCs, the expression level of *Bhlhe40* was much higher than that of *Bhlhe41* (Supplementary Fig. 6a). While no studies so far have reported the role of *Bhlhe40*/*41* in the maintenance of adult NSC quiescence, depletion of *Bhlhe40* has been shown to activate quiescent muscle stem cells in adult mice^76^ and we found that downregulation of *Bhlhe40* in *Setd1a*-deficient NSCs was rescued by LSD1 inhibition (Fig. 5f, g). 

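The Setd1a peak at *Bhlhe40* in WT quiescent NSCs extended from 108658827 to 108660457 on chromosome 6 (mm10). It was 1631 bp long, wider than 99.2% of all peaks, and ended 172 bp upstream of the first annotated TSS of *Bhlhe40*, with its midpoint 987 bp from the TSS on the upstream side. The interval has a GC content of 66.0% and an observed to expected CpG ratio of 0.611. It does not overlap the annotated *Bhlhe40* gene, and it overlaps 2 noncoding genes. These are *0610040F04Rik*, an antisense gene (108577039 to 108660934), and *Gm17055* (108656917 to 108659537). By nearest TSS the peak was assigned to *Bhlhe40*. The 60 bp around the *Bhlhe40* TSS, from 108660599 to 108660658, read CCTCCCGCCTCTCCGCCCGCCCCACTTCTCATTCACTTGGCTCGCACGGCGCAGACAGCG, and the 60 bp at the middle of the peak, from 108659612 to 108659671, read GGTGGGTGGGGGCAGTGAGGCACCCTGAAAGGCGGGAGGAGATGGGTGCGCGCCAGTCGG. The paper's log2 fold change of *Bhlhe40* in *Setd1a*-deficient NSCs is -0.37 at day 5 (the paper's FDR 0.000309) and -0.30 at day 9 (0.00393). That of *Bhlhe41* is -0.22 (0.0222) and -0.42 (1.52e-05) on the same days. The paper lists neither gene as changed on day 4 or day 6.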

All together, these analyzes raised the possibility that *Bhlhe40* is one of the *Setd1a* targets that may regulate adult NSC quiescence.

**Fig. 5:**
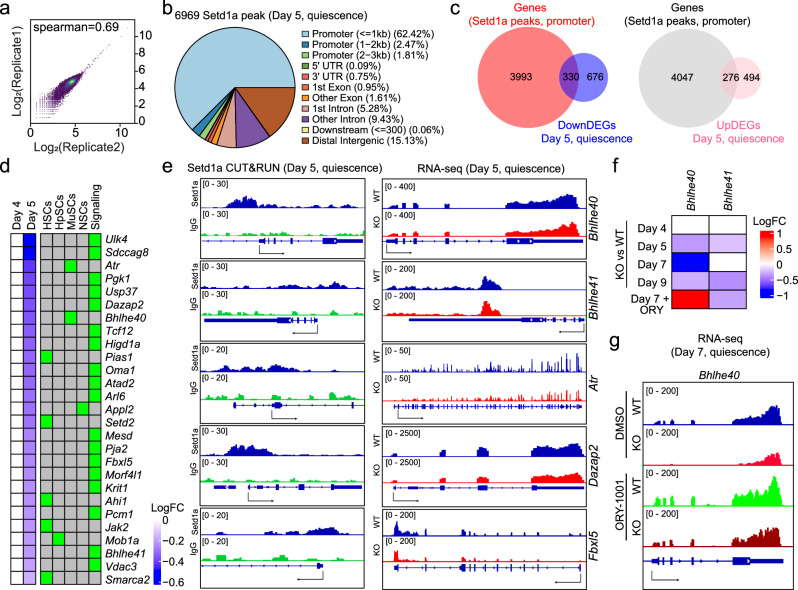
RNA-seq and CUT & RUN identifies *Setd1a* targets in quiescent adult NSCs. **a** Correlation of two independent *Setd1a* CUT & RUN analysis. **b** Distribution of CUT & RUN *Setd1a* peaks among genomic features in cultured quiescent NSCs at day 5. **c** Venn diagram showing the overlap between downregulated (left panel) and upregulated (right panel) genes in *Setd1a*-deficient compared to WT quiescent NSCs at day 5 from bulk RNA-seq data and genes with *Setd1a* peaks at the promoter regions in WT quiescent NSCs at day 5 from *Setd1a* CUT & RUN analysis. **d** Heatmaps showing *Setd1a*-target genes related to somatic stem cell quiescence. These representative genes were selected from 330 shared genes in the Venn diagram in (**c**), including genes reported to be important for maintaining quiescence of somatic stem cells in the adult mice and genes involved in the signaling pathways regulating quiescence of NSCs. HSCs, hematopoietic stem cells; HpSCs, hepatocyte stem cells; MuSCs, muscle stem cells; NSCs, neural stem cells. **e** Sequencing tracks of example *Setd1a* targets: *Bhlhe40, Bhlhe41, Atr, Dazap2* and *Fbxl5* from *Setd1a* CUT & RUN (left) and RNA-seq (right). **f**, **g** Heatmaps showing downregulation of *Bhlhe40* and *Bhlhe41* expression in *Setd1a*-deficient quiescent NSCs at indicated time points (**f**) and RNA-seq track of *Bhlhe40* loci under different conditions (**g**). Note that downregulation of *Bhlhe40* expression in *Setd1a-*deficient quiescent NSCs was rescued by ORY-1001 treatment at day 7.

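Drawn on one scale, the peaks at the 5 genes of Fig. 5e differ in their position relative to the gene. The peaks at *Atr* and *Dazap2* overlap the TSS, and those at *Bhlhe40*, *Bhlhe41* and *Fbxl5* lie upstream of it. The height of the signal in each replicate and in the IgG control was not analysed here. From a peak at the promoter together with decreased expression in *Setd1a*-deficient NSCs and its rescue by LSD1 inhibition, and from published work on muscle stem cells, the paper proposes *Bhlhe40* as a Setd1a target that may act in NSC quiescence.

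**Figure D4:**
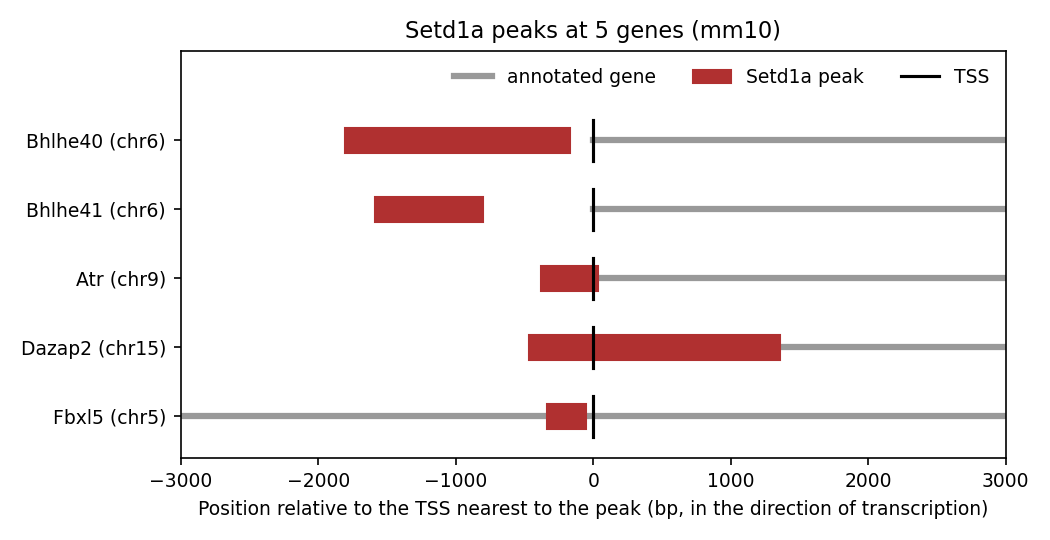
Setd1a peaks (red boxes) at 5 genes in WT quiescent NSCs at day 5, with the annotated gene (grey line) and the TSS nearest to the peak (black tick). The horizontal axis is the position in bp relative to that TSS in the direction of transcription on mm10; the peak of *Bhlhe40* ends 172 bp and that of *Bhlhe41* 803 bp upstream of the TSS.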

To directly test this possibility, we expressed *Bhlhe40* shRNA with an mCherry reporter in cultured quiescent adult NSCs with lentivirus and qPCR analysis showed that *Bhlhe40* shRNA1 and shRNA2 decreased levels of *Bhlhe40* transcripts by approximately 30% and 70%, respectively (Supplementary Fig. 6b). Quantification further showed that *Bhlhe40* knockdown by either shRNA1 or shRNA2 led to increased percentages of Ki67^+^mCherry^+^ cells among all mCherry^+^ cells with shRNA2 exhibiting an earlier and larger effect than shRNA1, indicating that *Bhlhe40* maintains adult NSC quiescence in a dose-dependent manner (Fig. 6a, b). To corroborate these in vitro findings, we injected lentivirus into the DG of 2-month-old WT mice to knockdown *Bhlhe40* in adult RGLs. Quantification showed an increase in the percentage of MCM2^+^Sox2^+^Nestin^+^mCherry^+^ active RGLs among Sox2^+^Nestin^+^mCherry^+^ total infected RGLs for both shRNA1 and shRNA2 with a much stronger effect for shRNA2 (Fig. 6c, d).

**Fig. 6:**
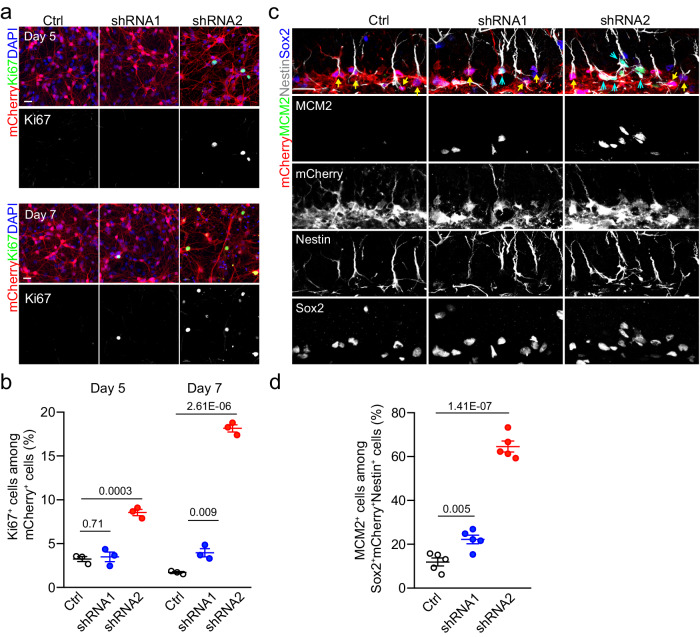
Knockdown of *Bhlhe40* promotes quiescent NSC activation in vitro and in the adult mouse DG. **a**, **b** Sample confocal images of immunostaining for mCherry, Ki67 and DAPI (**a**; scale bars: 20 μm) and quantification of percentages of Ki67^+^mCherry^+^ proliferating NSCs among total mCherry^+^ NSCs at days 5 and 7 in culture (**b**). In **b**, each dot represents data from one culture. Values represent mean ± SEM (*n* = 3 independent cultures for each condition). **c**, **d** Sample confocal images of immunostaining of various markers (**c**; scale bars: 20 μm) and quantification of percentages of mCherry^+^MCM2^+^Sox2^+^Nestin^+^ active RGLs among mCherry^+^Sox2^+^Nestin^+^ total infected RGLs in the DG of 2-month-old WT mice 7 days after lentiviral injection (**d**). Arrowheads mark infected MCM2^+^ active RGLs and arrows mark infected MCM2^-^ quiescent RGLs (**c**). In **d**, each dot represents data from one mouse. Values represent mean ± SEM (*n* = 5 mice for each condition). Two-tailed Student’s t-test is performed for statistical analysis and *P* values are listed. Source data are provided as a Source Data file.

Together, these results identified *Bhlhe40* as one major epigenetic target of *Setd1a* that maintains adult RGL quiescence in the DG.

## Discussion

Our comprehensive in vivo and in vitro studies with cellular, molecular and epigenetic analyzes identified a *Setd1a*-dependent epigenetic mechanism that sustains the quiescence of adult RGLs in the mouse DG. Beyond previous findings^12,23^ that provided insights into transcriptional and post-transcriptional control of adult NSC quiescence by genetic manipulations of niche factors^29–31^, cell cycle regulators^38^, transcription factors^39–42^, or metabolic enzymes^12^, our findings add an additional layer of epigenetic regulation to the quiescence control of adult NSCs and highlight the complexity of NSC quiescence regulation during life-long adult hippocampal neurogenesis. Importantly, the identified epigenetic mechanism potentially provides a foundation to ensure long term quiescence of adult NSCs, from which dynamic regulators can fine tune levels of adult NSC activation and neurogenesis upon demand. The significant effect of removing even one copy of *Seta1a* highlights the sensitive and indispensable role of such an epigenetic mechanism in sustaining NSC quiescence in the adult brain (Figs.  1f, h, 2c, and 3e,). Given that somatic stem cells in many adult tissue compartments are quiescent, our findings may have broad implications^82–84^.

Due to the long-lasting feature of epigenetic modifications, epigenetic mechanisms are ideal for sustained regulation, such as maintaining cell type identity throughout life^85,86^. Indeed, epigenetic mechanisms are known to regulate adult neurogenesis in the context of establishing cell type identity and regulating differentiation^46–48^. Here we identified an epigenetic mechanism via *Setd1a*-dependent H3K4 methylation for long term maintenance of NSC quiescence in the adult DG. A previous study showed that inhibition of histone deacetylases (HDACs) by valproic acid suppresses seizure-induced cell proliferation in the epileptic adult DG^54^. A further study showed that HDAC3 controls G2/M phase cell cycle progression of adult neural progenitors, therefore not quiescence maintenance^87^. Using a cell type-specific inducible system, we provided evidence for a cell autonomous and direct role of Sedt1a in maintaining adult NSC quiescence and further identified *Bhlhe40* as one of *Setd1a* targets that maintains adult NSC quiescence both in vitro and in vivo. Notably, the impact of *Bhlhe40*-downregulation on quiescent adult NSC activation appeared to be much stronger than *Setd1a* downregulation both in vitro and in vivo (Figs. 2c, 4b, 6b and 6d), indicating that *Bhlhe40* is a key factor maintaining adult RGL quiescence in the DG, whereas *Setd1a* is an upstream epigenetic regulator. Interestingly, Notch signaling is elevated in *Bhlhe40*-deficient muscle stem cells^76^. Notch signaling is essential for both proliferative and quiescent states of NSCs^88^, and promotes proliferation and quiescence through dynamic expression of different Notch effector proteins^89^. The downstream mechanism by which *Bhlhe40* regulates quiescence of adult RGLs remains to be determined. In the current study, we identified 330 *Setd1a* targets and a list of 27 potential targets that may regulate somatic stem cell quiescence (Fig. 5), but only validated the function of *Bhlhe40*. It is possible that *Setd1a* deficiency-induced activation of quiescent adult NSCs is a convergent effect of dysregulating multiple quiescence regulators. Our study provides a list of candidates for future studies to test their roles in regulating adult NSC quiescence in vitro and in vivo. A previous study has shown that depletion of *Bhlhe40* activates quiescent muscle stem cells in adult mice^76^. In addition, specific deletion of *Setd1a* in adult long term hematopoietic stem cells (LT-HSCs) results in G0-to-G1 transition and progression through cell cycle as well as increased numbers of Ki67^+^ LT-HSCs^90^. Whether the expression of *Bhlhe40* is downregulated in *Setd1a*-deficient LT-HSCs, which contributes to the activation of *Setd1a*-deficient LT-HSCs, remains to be examined. Together with these findings, our study points to a common mechanism that can maintain quiescence of adult somatic stem cells in different tissues.

*Setd1a* is one of six major H3K4 methyltransferases expressed in mammalian cells^91^. Whether other H3K4 methyltransferases, such as Setd1b and Mll1-4, also regulate quiescence of adult RGLs in the DG remains to be determined. However, activation of quiescent RGLs by heterozygous *Setd1a* deletion indicates that loss of *Setd1a* was not compensated by other H3K4 methyltransferases, thus the function of *Setd1a* on maintaining quiescence of adult RGLs is not redundant. Our results from pharmacological inhibition of LSD1 with TCP and ORY-1001 suggest that Setd1a-mediated maintenance of RGL quiescence in the adult DG is dependent on its H3K4 methyltransferase activity. A previous study reported that inhibition of LSD1 with polyamine analogs not only increased global levels of H3K4 methylation, but also H3K9ac, an epigenetic mark at active promoters^92,93^, at the promoters of *SFRP1*, *SFRP5*, *SFRP5* and *GATA5* in human colon carcinoma cells^94^. Although TCP specifically inhibits H3K4 demethylation without affecting the deacetylase activity^69^, we cannot rule out the possibility that TCP or ORY-1001 treatment increases H3K9ac levels at promoters of certain genes in quiescent RGLs.

*Setd1a* is an established risk gene for SCZ^57,58^. Different from previous studies that explored the effects of *Setd1a* deficiency on neuronal functions with mouse models or human induced pluripotent stem cell-derived neuronal models^60–62,95^, our study uncovered an unexpected role of *Setd1a* in the long-term maintenance of NSC quiescence during adult hippocampal neurogenesis and showed that *Setd1a* haploinsufficiency, which has been used to model SCZ^60–62^, leads to reduced adult hippocampal neurogenesis later in life in mice (Fig. 1f). SCZ patients exhibit learning and memory deficits and studies have suggested deficits of adult hippocampal neurogenesis in SCZ^96–98^. It is interesting to speculate that deficits in *Setd1a*-mediated adult NSC maintenance and decreased adult hippocampal neurogenesis may occur later in life in SCZ patients with Setd1a mutations and contribute to their cognitive deficits.

## Methods

### Animals

All experimental procedures with mice used in this study were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of University of Pennsylvania. All mice were kept in cages with bedding materials and housed in a 14-hour light/10-hour dark cycle with regular food and water changes, an ambient temperature of 21–23 °C and humidity levels between 40% and 60% (protocol numbers: 806245, 806246). *Setd1a*^*fl/fl*^ mice were previously generated in Dr. Suming Huang’s lab^64^. *Nestin-Cre*^+/Tg^ mice (Jackson Laboratory; 003771) were used to generate conditional knockout mice. These mice are referred to as *Setd1a*^*fl/+*^ (WT) and *Nestin-Cre::Setd1a*^*fl/+*^ *(cHet)*. To generate *Setd1a* cell type-specific inducible knockout animals, we crossed *Setd1a*^*fl/fl*^ mice with *Hopx-CreER*^*T2*^*::H2B-GFP* mice^44^. *Hopx-CreER*^*T2*^*::H2B-GFP* mice were generated by crossing *Hopx-CreER*^*T2*^ knock-in mice (Jackson Laboratory; 017606) that harbored a tamoxifen-inducible *CreER*^*T2*^ fusion gene with a Cre-reporter mouse line *Rosa26*^*flox-stop-flox-H2B-GFP*^ mice (from lab of Dr. Z. Josh Huang) harboring loxP sites on either side of a STOP sequence and upstream of a fusion H2B-GFP protein cassette^67^. These mice are referred to as *Hopx-CreER*^*T2*^*::Setd1a*^*+/+*^*:: H2B-GFP* (WT), *Hopx-CreER*^*T2*^*::Setd1a*^*fl/+*^*::H2B-GFP* (iHet), and *Hopx-CreER*^*T2*^*::Setd1a*^*fl/fl*^*::H2B-GFP* (iKO). Both male and female mice were used for all experiments, and no obvious sex phenotype was observed in any of the experiments and data were combined.

### Primary mouse adult neural stem cells

Adult NSCs were derived from the DG of 7 ~ 8-week-old *Hopx-CreER*^*T2*^*::Setd1a*^*fl/fl*^*::H2B-GFP* mice and cultured in proliferation medium containing Neurobasal medium (GIBCO), 20 ng/ml FGF2 (Peprotech), 20 ng/ml EGF (Peprotech), 2% B27 (v/v, GIBCO), 1% Glutamax (GIBCO), and 1% Penicillin/Streptomycin, on culture dishes precoated with poly-D-lysine (Sigma) and laminin (Sigma) as previously described^72^. To induce quiescence, cells were first plated into the proliferation medium at a density of 35,000–65,000 cells/cm^2^, and after 16 h fresh medium was added without EGF and with 20 ng/ml BMP4 (EMSCO/FISHER) and 20 ng/ml FGF2 (quiescent medium). For reactivation, after 3 days in the quiescence medium, cells were passaged with Accutase (Thermo Fisher) and plated into a proliferation medium at a density of 35,000–65,000 cells/cm^2^.

### Antibodies

Anti-Nestin (Aves labs, Cat#NES, 1:500), Anti-GFAP (Dako, Cat# Z0334, 1:500), Anti-GFAP (Sigma, Cat# MAB360, 1:500), Anti-TBR2 (Abcam, Cat#ab183991, 1:200), Anti-DCX (EMD Millipore, Cat#AB2253, 1:200), Anti-DCX (Santa Cruz, Cat# sc-8066, 1:200), Anti-Mcm2 (BD, Cat#610701, 1:150), Anti-Sox2 (Invitrogen, Cat#14-9811-82, 1:150), Anti-GFP (Rockland, Cat#600101215, 1:500), Anti-mCherry (Biorbyt, Cat#orb11618, 1:500), Anti-Ki67 (BD Biosciences, Cat#550609, 1:150), Anti-*Setd1a* (Abcam, Cat#ab70378, 1:150), Anti-*Setd1a* (Santa Cruz, Cat#sc-515590, 1:150), Anti-α-Tubulin (Cell Signaling, Cat#3873 S, 1:5000), Anti-H3K4me1 (Abcam, Cat#ab8895, 1:150), Anti-H3K4me2 (Abcam, Cat#ab7766, 1:150), Anti-H3K4me3 (Abcam, Cat#ab8580, 1:150)

### Western blot analysis

Brain tissues were lysed in ice-cold RIPA buffer (Thermofisher) containing protease inhibitor cocktail (Sigma) and phosphatase inhibitors (Cell Signaling). The lysates were sonicated and subjected to SDS-PAGE (BIO-RAD). The proteins on the gel were transferred to a nitrocellulose membrane (BIO-RAD), which was then blocked with 5% milk/TBST for 1 h at room temperature. The blot was incubated with primary antibodies in 5% milk/TBST overnight at 4 °C. After 3 washes in TBST, the blot was incubated with HRP-conjugated secondary antibodies in 5% milk/TBST for 1 h at room temperature. After 3 washes in TBST, ECL (Thermofisher) was used to detect immunoreactive bands on the blot using an Amersham Imager 600. Primary antibodies are listed in the Supplementary Dataset 3. Quantification of bands was performed using ImageJ software.

### Tissue processing and immunohistology

For immunostaining of brain sections, animals were transcardially perfused with ice-cold PBS, followed by fresh ice-cold 4% paraformaldehyde in PBS, and brains were post-fixed overnight in the same fixative at 4 °C as previously described^99^. Samples were cryoprotected in 30% sucrose in PBS overnight at 4 °C, embedded in tissue freezing medium and sectioned coronally (35 μm thickness) on a Leica CM3050S cryostat. Brain sections were washed with PBS, and then blocked and permeabilized with the blocking solution (2% donkey serum, 3% Bovine serum albumin, and 0.3% Triton X-100 in PBS) for 1 h at room temperature, followed by incubation with primary antibodies diluted in the blocking solution at 4 °C overnight. After washing with PBS, secondary antibodies diluted in blocking solution were applied to the sections for 1 h at room temperature. Nuclei were visualized by incubating for 10 min with DAPI (BD Biosciences) in PBS. Brain sections were mounted with Aqua-Mount Mounting Medium (EMSCO/FISHER) and analyzed. Brain sections immunostained for Nestin and MCM2 underwent antigen retrieval where sections were incubated in 1× Target Retrieval Solution (Agilent Dako) at 95 °C for 20 min in a steamer, then room temperature for 20 min before primary antibody incubation. If GFP immunostaining was performed in conjunction with Nestin or MCM, then GFP primary and secondary antibody steps were completed prior to antigen retrieval. For immunostaining of cultured cells, cells were fixed with fresh 4% paraformaldehyde in PBS for 10 min. The following procedure was the same as the immunostaining for brain sections. All the antibodies used are listed in the Supplementary Dataset 3.

### Confocal microscopy and image processing

Images were taken as z stacks using a Zeiss LSM 780 confocal microscope (Carl Zeiss). 20×, 40× or 63× objective was used for imaging. All confocal images were blindly acquired between experimental and control groups under the same laser power and gain. Images were analyzed using ImageJ software.

A confirmed RGL in Figs. 1e, 2e, g needed to satisfy the following criteria: (1) is located in the SGZ of the DG; (2) has a distinct Nestin^+^GFAP^+^ radial process; (3) has a DAPI^+^ nucleus that is largely surrounded by GFAP immunostaining signal in the same focal plane; and (for Fig. 2, g) (4) has a GFP^+^ nucleus. A confirmed RGL in Figs. 2b, 3b–d and Supplementary Fig. 4a–c needed to satisfy the following criteria: (1) is located in the SGZ of the DG; (2) has a distinct Nestin^+^ radial process; (3) has a Sox2 ^+^GFP^+^ nucleus in the same focal plane. A confirmed RGL in Fig. 1g needed to satisfy the following criteria, (1) located in the SGZ of the DG; (2) has a distinct Nestin^+^GFAP^+^ radial process; (3) has a Sox2 ^+^ nucleus in the same focal plane. A confirmed RGL in Fig. 6c needed to satisfy the following criteria: (1) is located in the SGZ of the DG; (2) has a distinct Nestin^+^ radial process; (3) has a Sox2 ^+^ nucleus in the same focal plane; (4) has an mCherry^+^ cell body. A confirmed RGL in Supplementary Fig. 2b,d needed to satisfy the following criteria: (1) is located in the SGZ of the DG; (2) has a distinct Nestin^+^ radial process; (3) has a DAPI^+^GFP^+^ nucleus in the same focal plane.

### Tamoxifen injection

A stock solution of 66.67 mg/mL tamoxifen (Thomas Scientific) was prepared in a 5:1 solution of corn oil:ethanol at 37 °C with occasional vortexing until dissolved^44^. Tamoxifen was injected intraperitoneally with one injection daily for 3 days for 6-week-old mice (Fig. 2a, d and Supplementary Fig. 2a) and once for P1 mice (Supplementary Fig. 3a).

### TCP preparation and injection

Tranylcypromine (TCP, Sigma) was dissolved in PBS at a stock concentration of 0.75 mg/ml by vortexing. Mice at 17–20 g body weight were injected 2.7 mg/kg/day; mice at 21–28 g body weight were injected 3.0 mg/kg/day as previously described^60^. 6-week-old animals were intraperitoneally injected for 7 consecutive days following tamoxifen injection (Fig. 3a).

### ORY-1001 preparation and injection

ORY-1001 (Cayman Chemical) was dissolved in PBS at a stock concentration of 1 mg/ml by vortexing. Mice at 17–20 g body weight were injected 9.0 μg/kg/day; mice at 21–28 g body weight were injected 10.0 μg/kg/day as previously descrived^60^. 6-week-old animals were intraperitoneally injected for 7 consecutive days following tamoxifen injection (Fig. 3a).

### RNA-seq library preparation, sequencing and analyzes

RNA-seq libraries were prepared based on the SMART-seq2 method as previously described with minor modifications^100,101^. Briefly, for RT, 3.2 μl RNA (100 ng/μl) was combined with 0.25 μl RNase inhibitor (NEB) and 1 μl CDS primer (10 mM, 5ʹ-AAGCAGTGG TATCAACGCAGAGTACT30VN-3ʹ) in an 8-well PCR tube strip and incubated at 70 °C for 2 min and immediately placed on ice. Then, 2 μl of 5× SMARTScribe RT buffer (TaKaRa), 0.5 μl of DTT (100 mM). 0.3 μl of MgCl_2_ (200 mM), 1 μl of dNTPs (10 mM), 1 μl of TSO primer (10 μM, 5ʹ-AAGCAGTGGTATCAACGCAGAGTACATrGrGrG-3ʹ) 0.25 μl of RNase inhibitor (NEB), and 0.5 μl SMARTScribe reverse transcriptase (TaKaRa) was added to the reaction. RT was performed under the following conditions: 42 °C for 90 min, 10 cycles of 50 °C for 2 min and 42 °C for 2 min, 70 °C for 15 min and 4 °C indefinitely. For cDNA amplification, 2 μl of the RT reaction was combined with 2.5 μl of 10× Advantage 2 buffer (Takara), 2.5 μl of 2.5 mM dNTPs (Takara), 0.25 μl of 10 μM IS PCR primer (5ʹ-AAGCAGTGGTATCAACGCAGAGT-3ʹ), 17.25 μl nuclease-free water, and 0.5 μl Advantage 2 DNA polymerase (Takara). Thermocycling conditions were as follows: 94 °C for 3 min, 9 cycle of 94 °C for 15 s, 65 °C for 30 s, and 68 °C for 6 min, 72 °C for 10 min, and 4 °C indefinitely. Amplified cDNA was then purified using 0.8× AMPure XP beads (Beckman Coulter), eluted in nuclease-free water and quantified following the instructions of Qubit dsDNA HS assay kit (Thermo Fisher). For tagmentation of cDNA, 50 pg cDNA in 1μl nuclease-free water, 2.5 μl 2×TD buffer (20 mM Tris/PH 8.0, 10 mM MgCl_2_, and 16% PEG 8000) and 0.5 μl adapter-loaded Tn5 transposase (Lucigen) were mixed and incubated at 55 °C for 15 min and the reaction was terminated by adding 1.25 μl 0.2% SDS and incubated at room temperature for 10 min. Fragments were amplified by adding 16.75 μl nuclease-free water, 1 μl of Nextera i7 primer (10 mM), 1 μl of Nextera i5 primer (10 mM), and 25 μl KAPA HiFi hotstart readymix (EMSCO/FISHER). Thermocycling conditions were as follows: 72 °C for 5 min, 95 °C for 1 min, 14 cycles of 95 °C for 30 s, 55 °C for 30 s, and 72 °C for 30 s, 72 °C for 1 min, and 4 °C indefinitely. PCR products were then purified twice with 0.8× AMPure XP beads and eluted in nuclease-free water. Samples were quantified by qPCR (KAPA) and pooled at equal molar amounts. The average fragment size of the final library fragment was quantified by bioanalyzer (Agilent), and the final concentration of the library was determined by qPCR (KAPA). About 2.7 pmol DNA was loaded on NextSeq high output kit (75 cycles, Illumina) and subjected to a NextSeq 550 sequencer (Illumina). Raw sequencing data from RNA-seq were demultiplexed with bcl2fastq2 v2.17.1.14 (Illumina), and adapters were trimmed using Trimmomatic v0.32^102^. Alignments were made using STAR v2.5.2a^103^ to GENCODE mouse reference genome GRCm38. Only uniquely mapped reads were quantified at the gene level and summarized to gene counts using STAR-quantMode (Gene Counts), with multimapping and chimeric alignments discarded. Further analyzes were performed in R (v3.6.0). Differentially expressed genes were identified using edgeR^104^. Identified upregulated and downregulated gene lists were used for Gene Ontology (GO) enrichment and KEGG pathway analyzes using Metascape Database^105^. Fold changes of target differentially expressed genes were visualized in heatmaps by “ComplexHeatmap” package^106^ in R.

### Administration of LSD1 inhibitor into primary adult NSC cultures

LSD1 inhibitor, ORY-1001 (Cayman Chemical), was dissolved at 30 μM in 100% DMSO. For inhibiting LSD1 enzymatic activity in cultured quiescent NSCs, ORY-1001 was diluted to 15 nM in fresh quiescence medium. Quiescence medium without ORY-1001 was first added to primary NSC cultures to induce quiescence. After 48 h, medium was replaced with fresh quiescence medium containing 15 nM ORY-1001 as well as lentivirus expressing either GFP or GFP-Cre. Quiescence medium with 15 nM ORY-1001 was replaced every 2 days until cultures were harvested for immunostaining or RNA-seq experiments.

### CUT & RUN assay and bioinformatic analyzes

The *Setd1a* CUT & RUN samples were prepared with CUT & RUN kit (EpiCypher). Briefly, cultured quiescent NSCs were collected in a 1.5 ml tube containing wash buffer. Cells were captured with ConA beads and incubated with *Setd1a* antibody (Abcam: ab70378) overnight at 4 °C in antibody incubation buffer. After unbound antibodies were washed away, pAG-MNase was added and incubated for 10 min at RT. After washing, CaCl_2_ was added and incubated for 2 h at 4 °C, and the reaction was stopped by adding stop buffer. The protein-DNA complexes were released by incubating at 37 °C for 10 min. The supernatant was transferred to a new Lo-bound tube. DNA was then purified using a DNA cleanup kit. Sequencing libraries were prepared using the NEBNext Ultra II DNA library preparation kit for Illumina (New England Biolabs) according to the manufacturer’s instructions. Briefly, end repair was conducted at 20 °C for 30 min, followed by dA-tailing at 65 °C for 30 min. After adapter ligation, the DNA fragments were purified by 0.9× volume of SPRIselect beads (EMSCO/FISHER) followed by 14 cycles PCR amplification with NEBNext Ultra II Q5 Master Mix (New England Biolabs). The PCR products were cleaned up with 0.9× volume of SPRIselect beads. The CUT & RUN libraries were quantified using qPCR (KAPA) and pooled at equal molar amounts, and quality control was performed with the Bioanalyzer High Sensitivity DNA Analysis (Agilent). The libraries were sequenced on the NextSeq high output kit (75 cycles, Illumina). For the analysis of the CUT & RUN data, all the reads were trimmed, and then uniquely mapped to the mm10 reference genome using Bowtie2^107^. Low mapping quality reads were filtered by SAMtools^108^. Peak calling was performed using MACS2 with default parameters^109^. 

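The combined list held no overlapping or touching intervals. The smallest gap between neighbouring intervals was 234 bp and the narrowest interval was 233 bp wide. Of the 6969 intervals, 1261 were narrower than 300 bp. Besides the 6950 intervals on the autosomes and sex chromosomes, 2 lay on the mitochondrial genome and 17 on 5 unplaced or unlocalized scaffolds.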

The intersected peaks defined in both replicates were considered high confidence peaks. The BAM files were converted to Bigwig format using deepTools^110^. The normalized read densities of merged replicates were visualized using the Integrative Genomics Viewer (IGV). Peak annotation was performed with ChIPseeker^111^.

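Gene assignments depend on the annotation used. The paper's annotated peak list (Supplementary Dataset 2) was read in part, for 1999 peaks, and a further 4965 of its rows were not used here. All 1999 peaks had the coordinates of a deposited peak. The nearest TSS of GENCODE M21 gave the same gene as the paper for 75.3% of these 1999 peaks. The share was 84.2% for the 1379 peaks within 3000 bp of a TSS and 55.5% for the rest. The 1999 peaks come from 5 chromosomes only.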

### Plasmid constructs

For knockdown experiments for mouse *Bhlhe40*, the short hairpin RNA sequence was cloned into the lentiviral vector expressing mCherry under the control of the hPGK promoter and the specific shRNA under the control of U6 promoter (Addgene plasmid #128073). All shRNA sequences are listed in the Supplementary Dataset 3. The efficacy of each *Bhlhe40* shRNA was confirmed in cultured quiescent NSCs.

### Lentivirus preparation and stereotaxic injection in the adult DG

When HEK293T cells cultured on the 15 cm dish reached 80% confluence, pLV-eGFP^112^ (Addgene) or pLV-EGFP-Cre^113^ vector (Addgene) was co-transfected with pCMV-VSV-G (Addgene) and HIV-1 packaging plasmid Δ8.9^114^ into HEK293T cells with LipoD293 in vitro transfection reagent (SignaGen). For lentivirus expressing specific shRNA against mouse *Bhlhe40*, mCherry and shRNA were co-expressed under the control of the hPGK and U6 promoters, respectively, using the pLK0.1 mCherry plasmid (Addgene). After co-transfection, the culture medium was collected once every 24 h for three times. The lentivirus in the collected medium was concentrated by ultracentrifugation at 106,800 g (25,000 rpm) for 1.5 h at 4 °C, with the supernatant discarded and pellet reconstituted with PBS. The titer of virus was measured by counting the number of infected cell clusters in a serial dilution experiment. Two-month-old mice were anesthetized and placed in a David Kopf Instruments stereotaxic frame (model 1900) equipped with a digital manipulator and a UMP3-1 Ultra pump. Mice were kept deeply anesthetized as assessed by monitoring pinch withdrawal and respiration rate. Viral injections were targeted to the dentate gyrus (A/P: −2.0 mm; M/L: 1.5 mm; D/V: −2.6 mm). The injections were performed at a rate of 0.2 μl/min. The needle was left in place for 10 min after each injection to minimize upward flow of viral solution after raising the needle.

### RNA extraction and qPCR

Cell cultures were dissolved in 1 ml Trizol (Thermo Fisher) for 15 min and 200 μl chloroform was then added. After centrifugation 12000 g for 15 min at 4 °C, about 400 μl supernatant was carefully taken out and mixed with the same volume of ethanol, and the mixture was transferred to Zymo-Spin^TM^ IC Column in a collection tube from the kit of Zymo RNA clean & concentrator kit (Zymo Research). After centrifugation, 400 μl RNA Prep buffer, 700 μl RNA wash buffer and 400 μl RNA wash buffer was sequentially added to the column with each procedure followed by centrifugation. Finally, about 15 μl nuclease-free water was added to elute the column to collect the RNA sample. RNA concentration and quality were assessed using a Nanodrop 2000. Subsequently, about 1 μg RNA was used for reverse transcription (RT) to synthesize cDNA with the SuperScript III First-Strand Synthesis System (Thermo Fisher). Quantitative RT-PCR was then performed using SYBR Green (Thermo Fisher) and the StepOnePlus Real-Time PCR system (Applied biosystems). Quantitative levels for all genes were normalized to the house-keeping gene *GAPDH* and expressed relative to the relevant control samples. All primer sequences are listed in the Supplementary Dataset 3.

### Quantification and Statistical analyzes

Data in figure panels reflect several independent experiments performed on different days. Unpaired two-tailed Student’s t-tests were performed with GraphPad Prism. Quantitative results are expressed as the means ± SEM. A *P* value < 0.05 was considered significant. Statistical significance level was set as follows: *if *P* < 0.05, **if *P* < 0.01, ***if *P* < 0.001, n.s: *P* > 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq and CUT & RUN data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus database under accession code GSE250278. Source data are provided with this paper. No custom software algorithms were generated. Any additional information required to reanalyze the data reported in this paper is available from the corresponding authors upon request. Source data are provided with this paper.

# Supplementary material for: Epigenetic maintenance of adult neural stem cell quiescence in the mouse hippocampus via Setd1a
**Source:** Nat Commun. 2024 Jul 6;15:5674. doi: 10.1038/s41467-024-50010-y

## SUPPLEMENTARY FIGURES

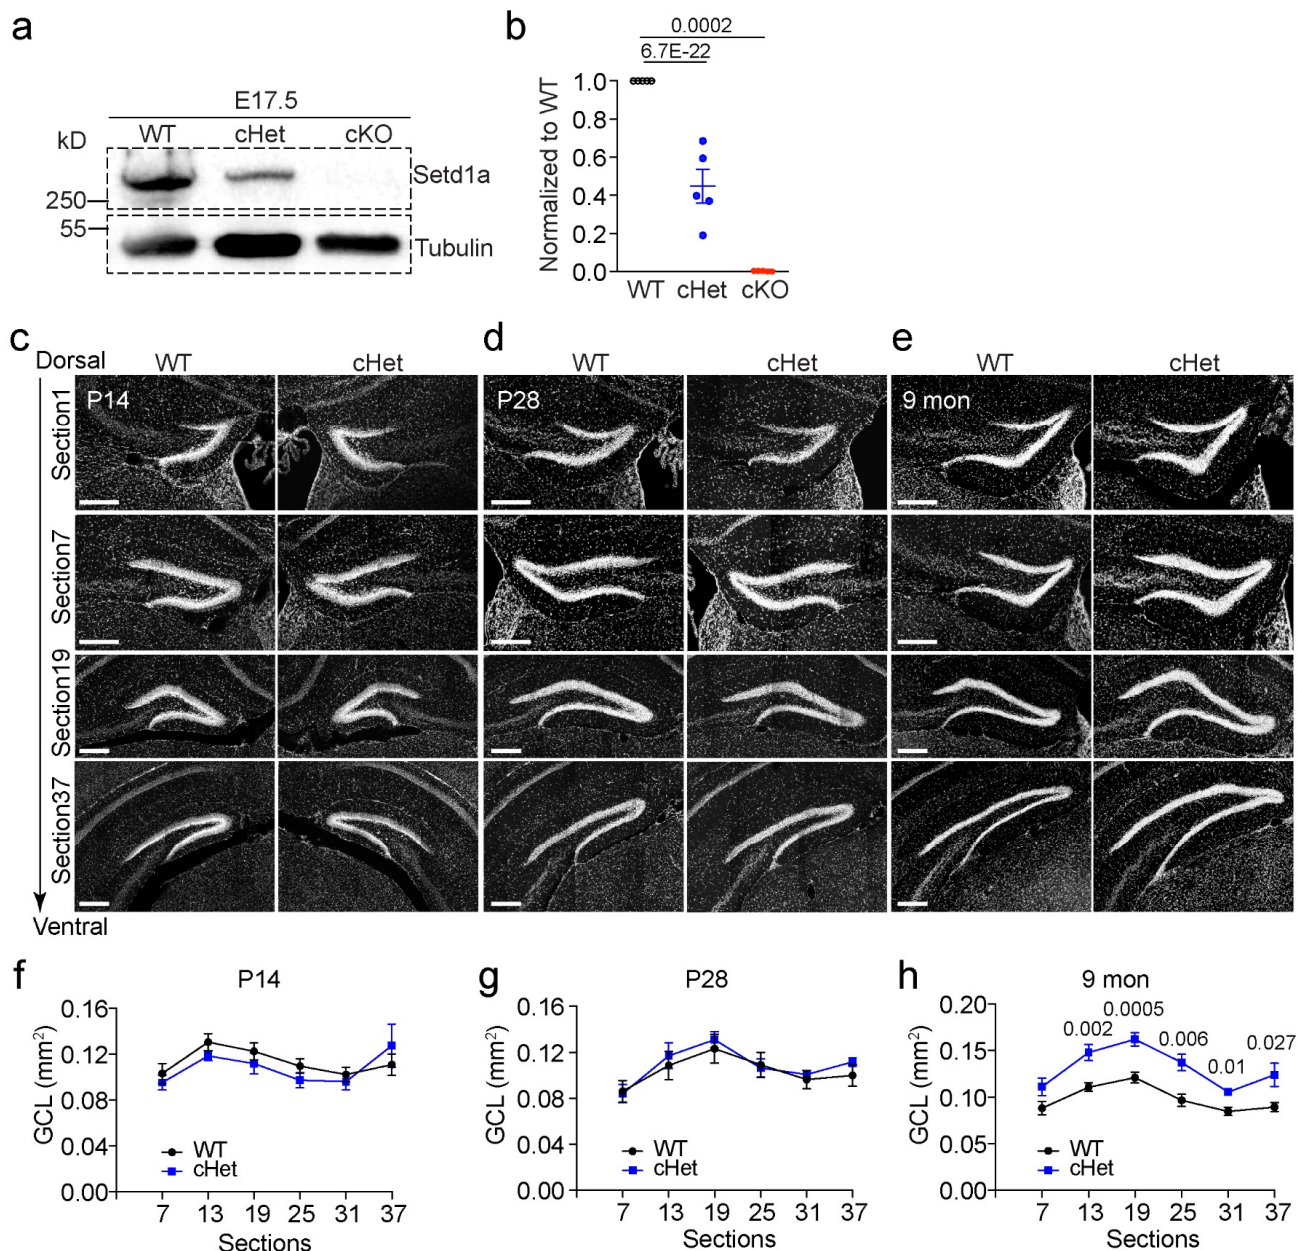

**Supplementary Fig. 1. Time-dependent impact of *Setd1a* haploinsufficiency on the size of the dentate gyrus in mice.** **a, b** Sample western blotting images of *Setd1a* in WT, cHet and cKO brains at E17.5 (**a**) and quantification of *Setd1a* levels (**b**). The ratio of *Setd1a* signal intensity over tubulin signal intensity was first calculated and then normalized to the value of WT. Each dot represents the result from one experiment. Values represent mean  $\pm$  SEM ( $n = 5/\text{WT}$ ,  $5/\text{cHet}$ ,  $5/\text{cKO}$ ). **c-h** Sample confocal images of DAPI staining (**c-e**; scale bars: 200  $\mu$ m) and quantification of the areas of WT and cHet dentate granule cell layers every 6<sup>th</sup> brain section from dorsal to ventral hippocampus at P14, P28 and 9 months (**f-h**). Values represent mean  $\pm$  SEM (P14:  $n = 4/\text{WT}$ ,  $4/\text{cHet}$ ; P28:  $n = 4/\text{WT}$ ,  $3/\text{cHet}$ ; 9 months:  $n = 8/\text{WT}$ ,  $8/\text{cHet}$ ). Two-tailed Student's *t* test is used and the P values are shown. Source data are provided as a Source Data file.

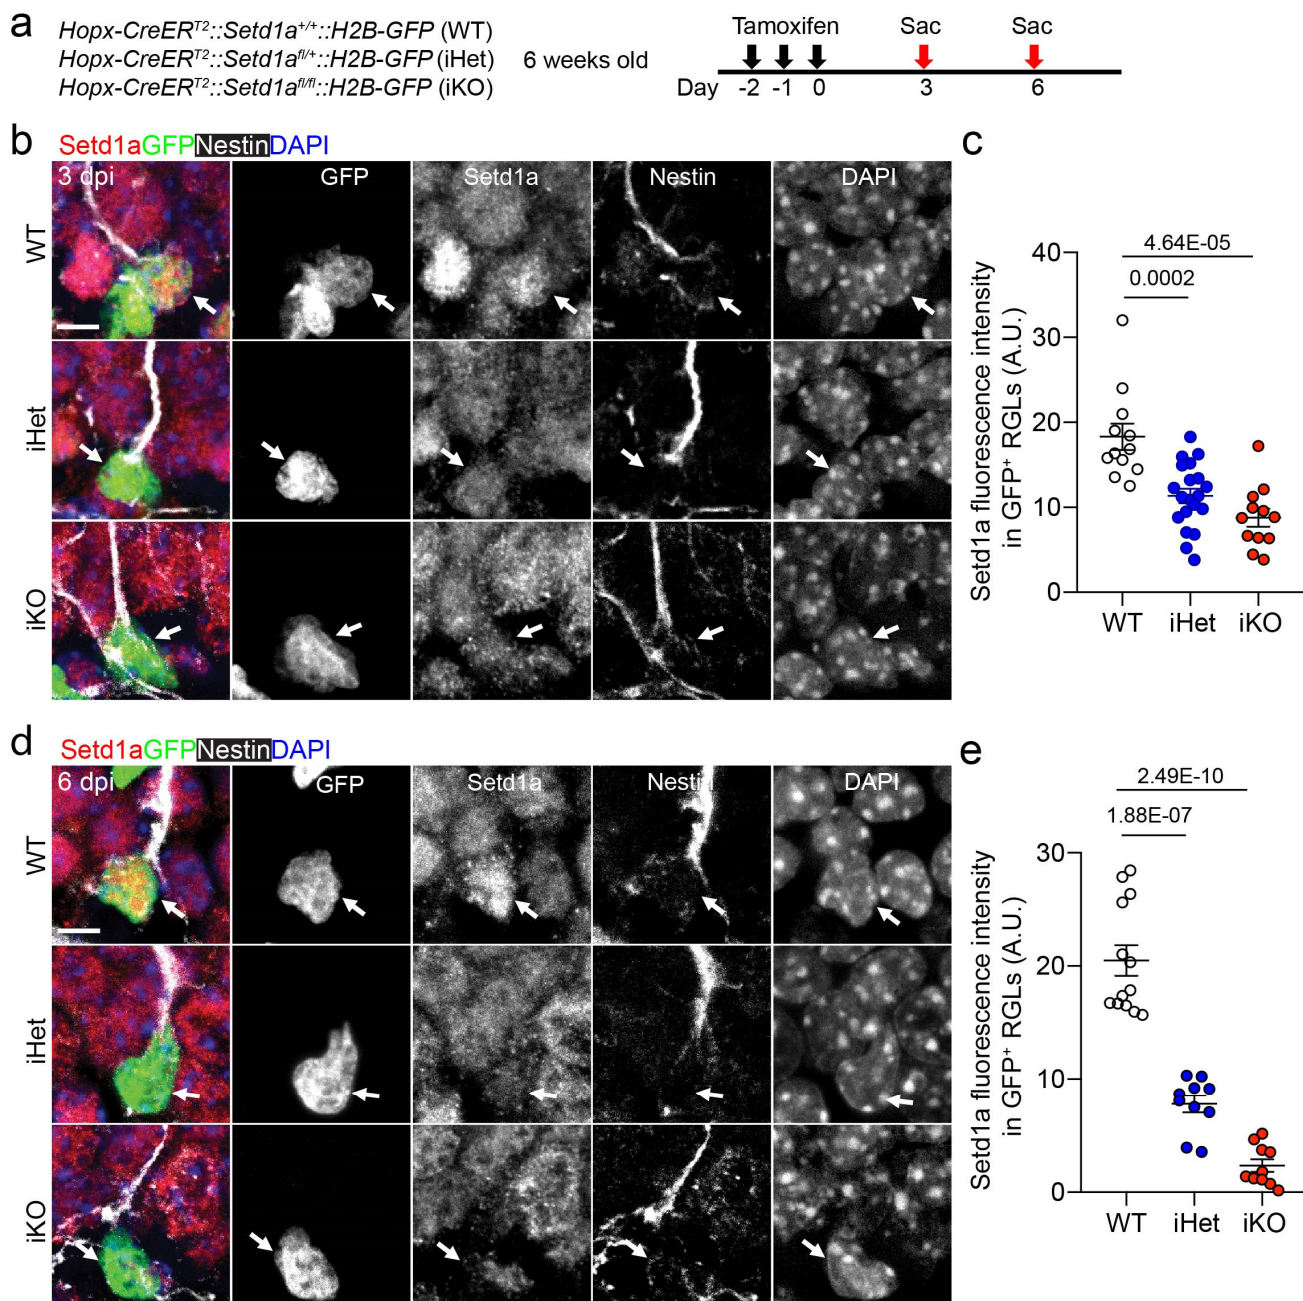

**Supplementary Fig. 2. Confirmation of *Setd1a* deletion in RGLs in the adult DG.** **a** A schematic diagram of the experimental design. **b-e** Sample confocal images of immunostaining for GFP, *Setd1a*, Nestin and DAPI at 3 (**b**) and 6 (**d**) days after the last tamoxifen injection (scale bars: 5  $\mu$ m) and quantification of *Setd1a* protein levels in RGLs in the DG of WT, iHet and iKO mice at 3 (**c**) and 6 (**e**) days after the last tamoxifen injection. In (**c**, **e**), each dot represents data from one RGL. Values represent mean  $\pm$  SEM (3 days:  $n = 12$  RGLs/WT, 20 RGLs/iHet, 12 RGLs/iKO; 6 days:  $n = 13$  RGLs/WT, 10 RGLs/iHet, 10 RGLs/iKO; from  $n = 3$  animals each condition). A.U.: Arbitrary Unit. Two-tailed Student's *t* test is used and the *P* values are shown. Source data are provided as a Source Data file.

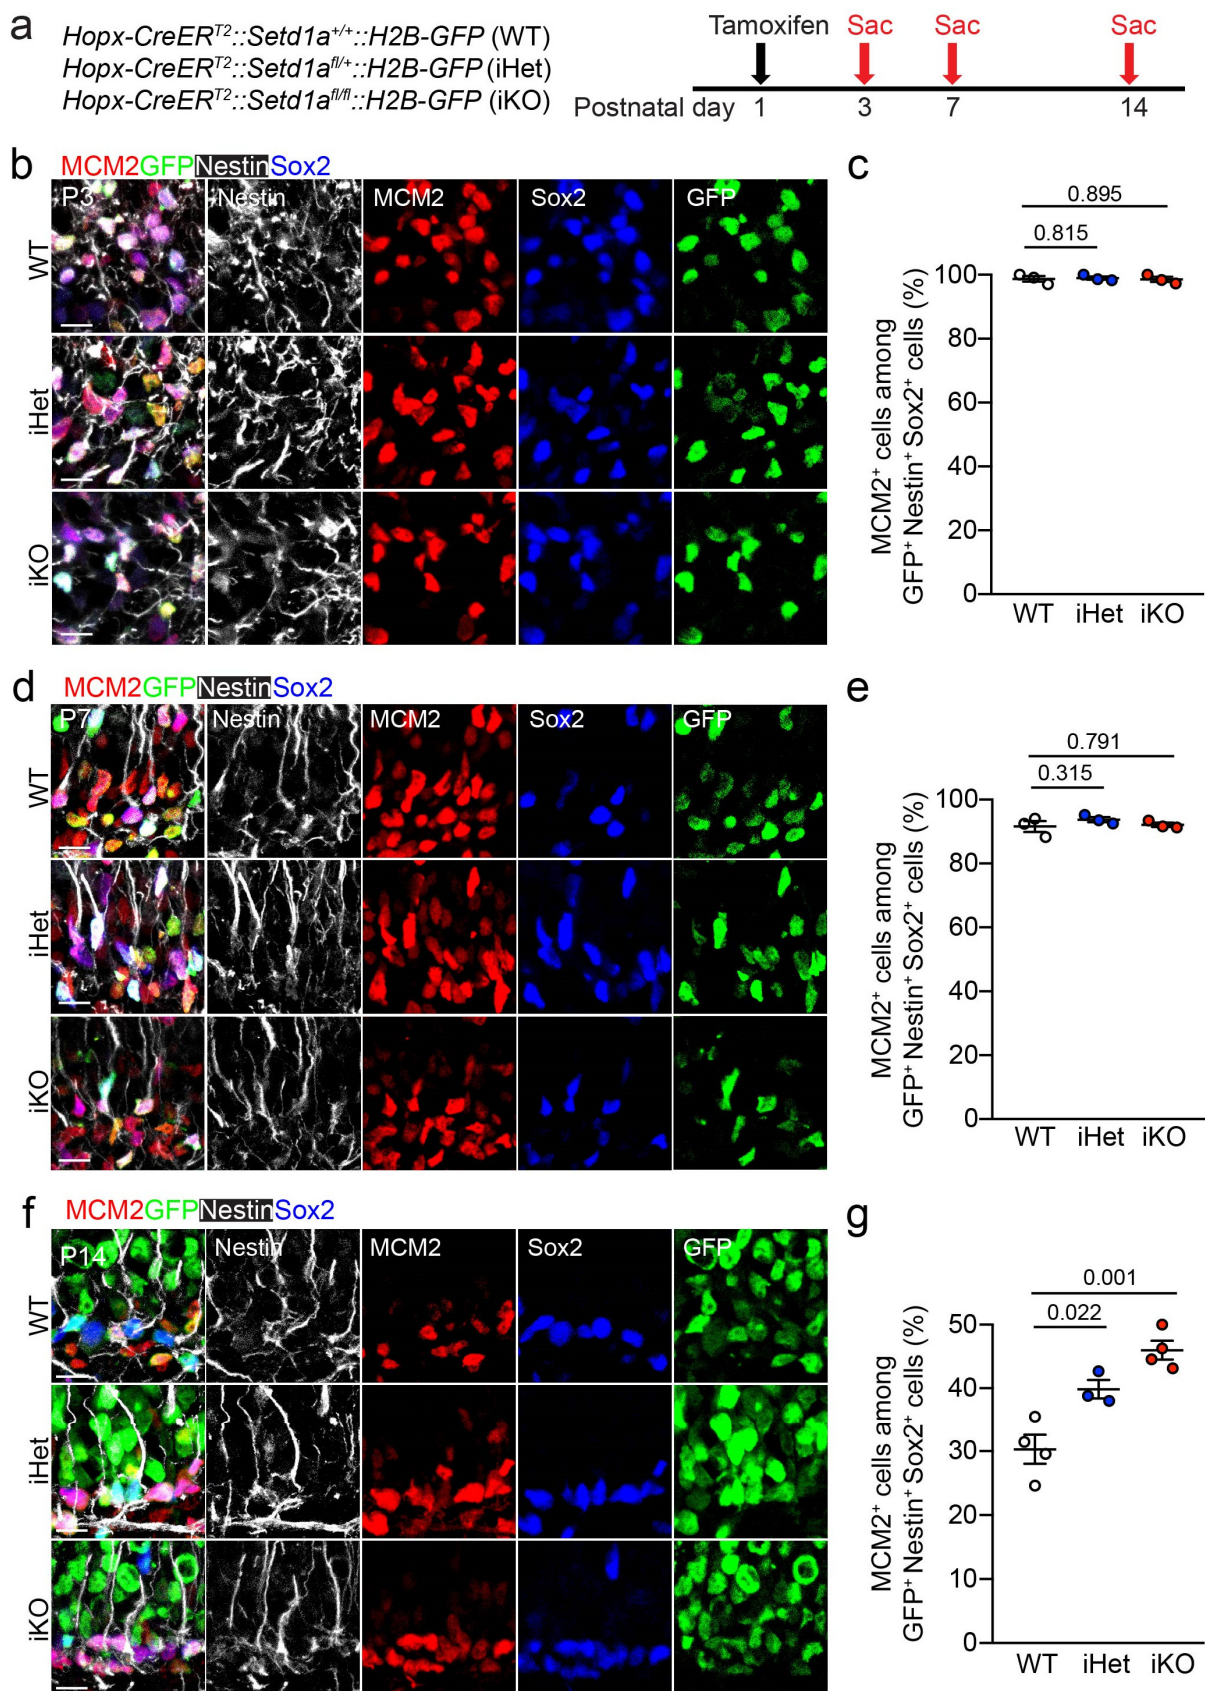

**Supplementary Fig. 3. Deletion of *Setd1a* in NSCs in the developing DG. a** A schematic diagram of the experimental design. **b-g** Sample confocal images of immunostaining for various

markers in WT, iHet and iKO DG at P3 **(b)**, P7 **(d)** and P14 **(f)** and quantification of percentages of MCM2<sup>+</sup>Sox2<sup>+</sup>Nestin<sup>+</sup>GFP<sup>+</sup> proliferating NSCs among Sox2<sup>+</sup>Nestin<sup>+</sup>GFP<sup>+</sup> total NSCs in the DG of WT, iHet and iKO mice at P3 **(c)**, P7 **(e)** and P14 **(g)**. Scale bars, 10  $\mu$ m. Each dot represents data from one mouse. Values represent mean  $\pm$  SEM (P3: n = 3/WT, 3/iHet, 3/iKO; P7: n= 3/WT, 3/iHet, 3/iKO; P14: n = 4/WT, 3/iHet, 4/iKO). Two-tailed Student's t test is used and the P values are shown. Source data are provided as a Source Data file.

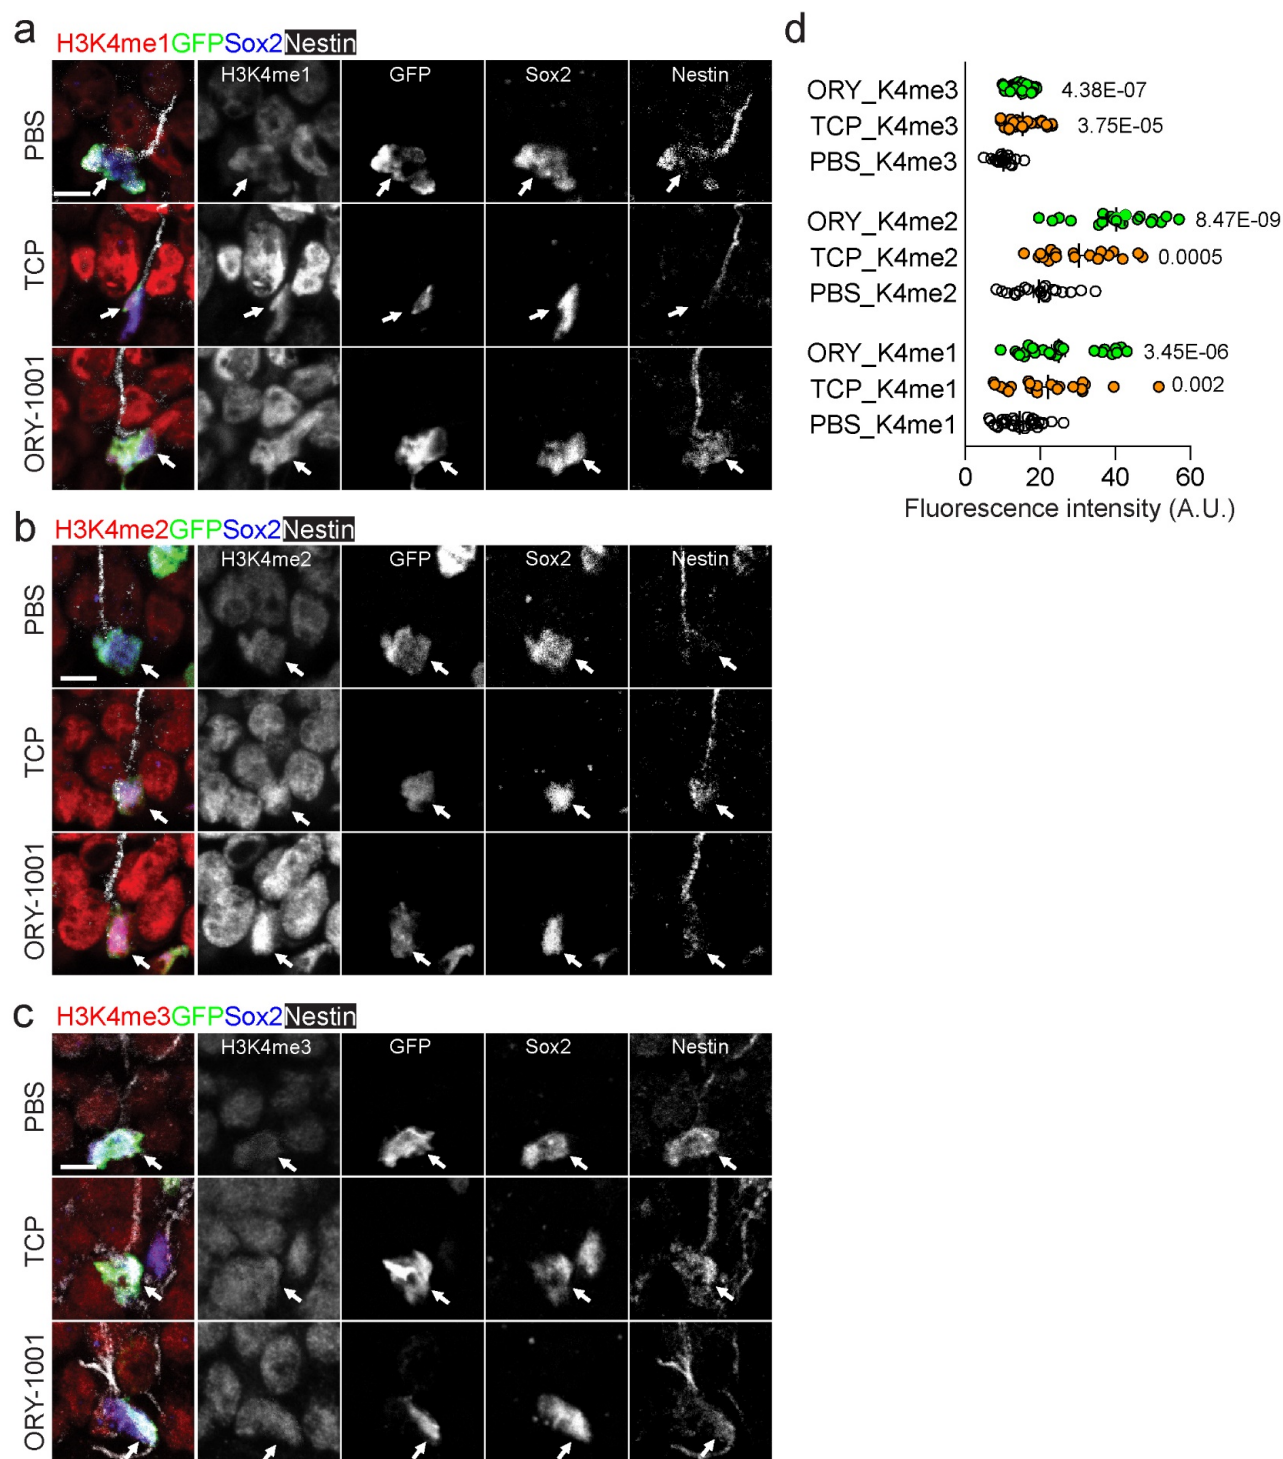

**Supplementary Fig. 4. LSD1 inhibition increases H3K4 methylation levels in RGLs in the DG of adult WT mice.** Shown are sample confocal images of immunostaining of GFP, Nestin, Sox2 and H3K4me1 (a), H3K4me2 (b) and H3K3me3 (c) (scale bars: 5  $\mu$ m) and quantification of H3K4me1/2/3 levels in RGLs under the treatment of PBS (control), or LSD1 inhibitors (TCP or ORY-1001) in the DG of adult WT mice (d). Each dot represents data from one cell. Values represent mean  $\pm$  SEM (H3K4me1: n = 30/PBS, 22/TCP, 32/ORY-1001; H3K4me2: n = 20/PBS, 18/TCP, 20/ORY-1001; H3K4me3: n = 18/PBS, 27/TCP, 30/ORY-1001; from n = 3 animals each

condition). A.U.: Arbitrary Unit. Two-tailed Student's t test is used and the P values are shown. Source data are provided as a Source Data file.

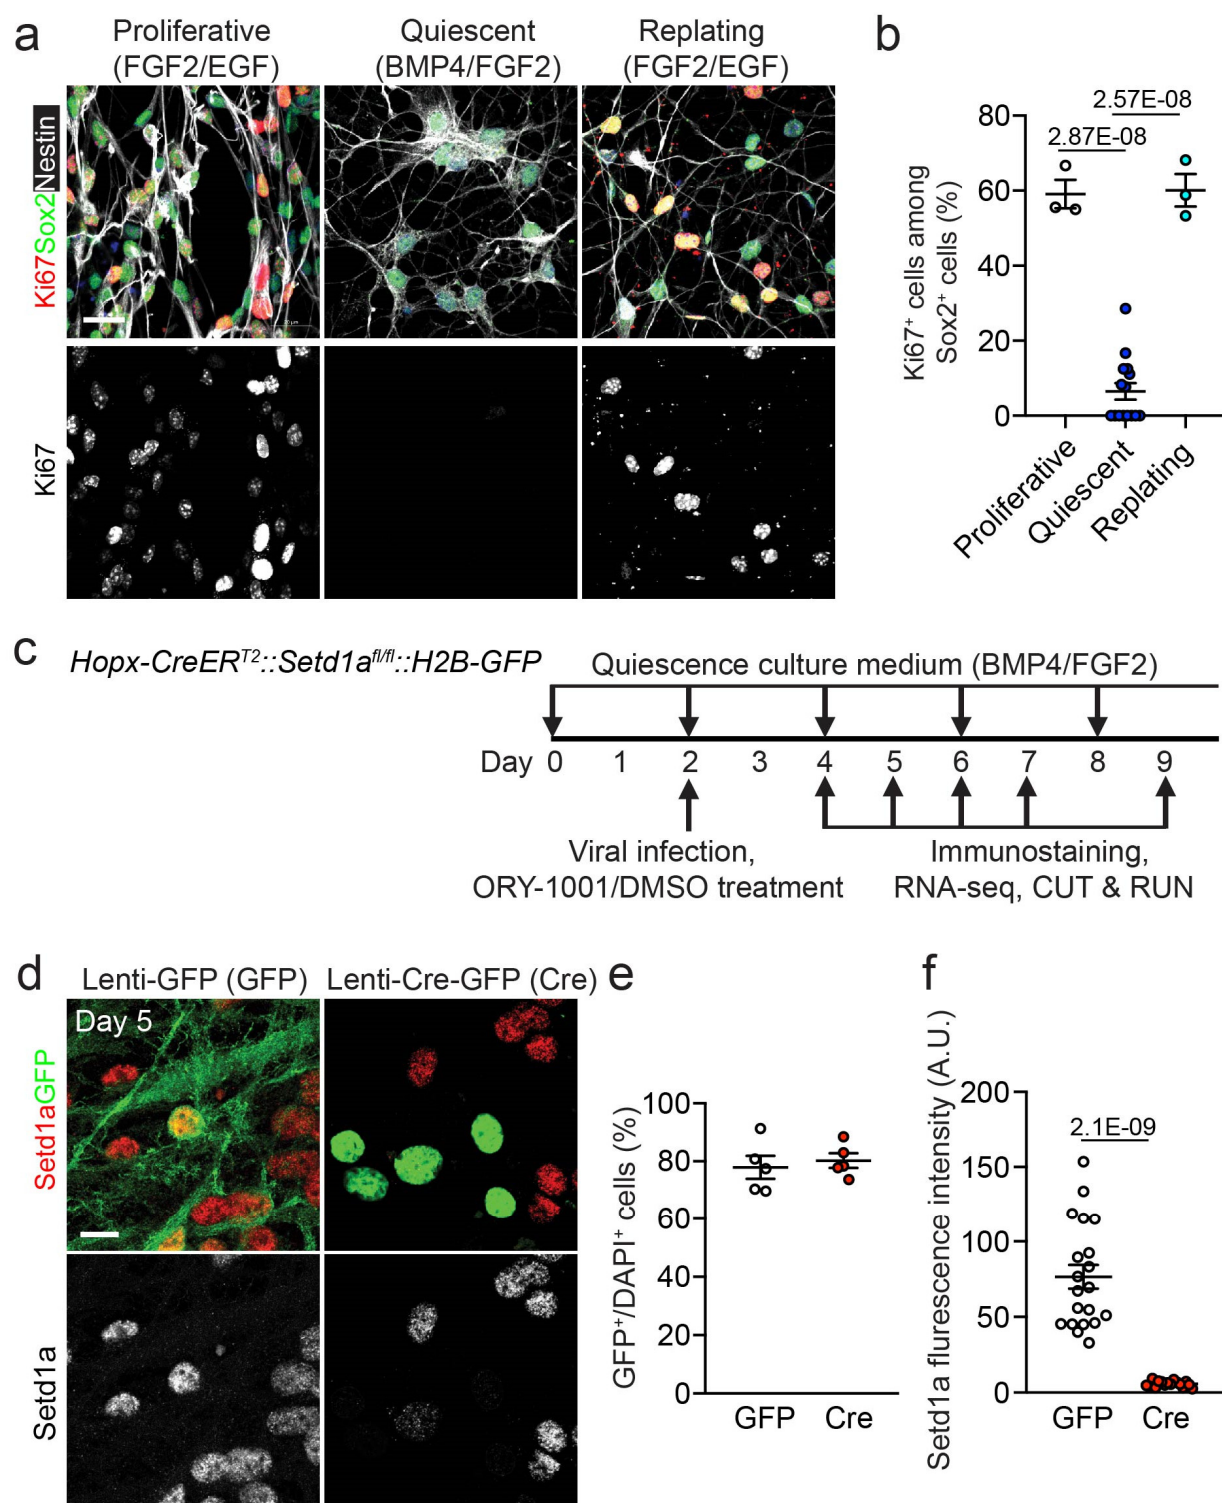

**Supplementary Fig. 5. Analysis using quiescent adult NSCs in culture.** **a, b** Adult NSCs derived from the DG of 7~8-week-old mice (*Hopx-CreER<sup>T2</sup>::Setd1a<sup>fl/fl</sup>::H2B-GFP*) were cultured in proliferative medium, quiescence medium, or after replating of cells from the quiescent medium into the proliferation medium. Shown are sample confocal images of immunostaining (**a**; scale bar: 20  $\mu$ m) and quantification of percentages of Ki67<sup>+</sup>Sox2<sup>+</sup> cells among Sox2<sup>+</sup> NSCs (**b**). Each dot represents data from one image. Values represent mean  $\pm$  SEM ( $n = 3$  independent cultures for each condition). **c** A schematic diagram of the experimental design. Cultured adult NSCs entered

the quiescent state after exposing cultures to the quiescence medium containing BMP4/FGF2. Quiescence medium was replaced every 2 days. At day 2, lentivirus expressing Cre-GFP or GFP alone was added to the culture medium. Next, cultures at day 4, 5, 6, 7, and 9 were harvested for RNA-seq, cultures at day 5, 7 and 9 were harvested for immunostaining and cultures at day 5 were harvested for Setd1a CUT & RUN. To inhibit LSD1 activity, ORY-1001, or DMSO as controls, was added to the quiescence medium at day 2, and the quiescence medium containing ORY-1001 was replaced every 2 days. **d-f** Effective deletion of *Setd1a* in cultured NSCs. Shown are sample confocal images of immunostaining at day 5 (**d**; scale bar: 10  $\mu$ m) and quantification of percentages of GFP<sup>+</sup> infected cells over DAPI (**e**) and Setd1a levels in the infected control (GFP) and KO NSCs (Cre-GFP) (**f**). Each dot represents data from one culture (**e**) or one cell (**f**). Values represent mean  $\pm$  SEM (e; n = 5 independent cultures for each condition). Two-tailed Student's t test is used and the P values are shown. A.U.: Arbitrary Unit. Source data are provided as a Source Data file.

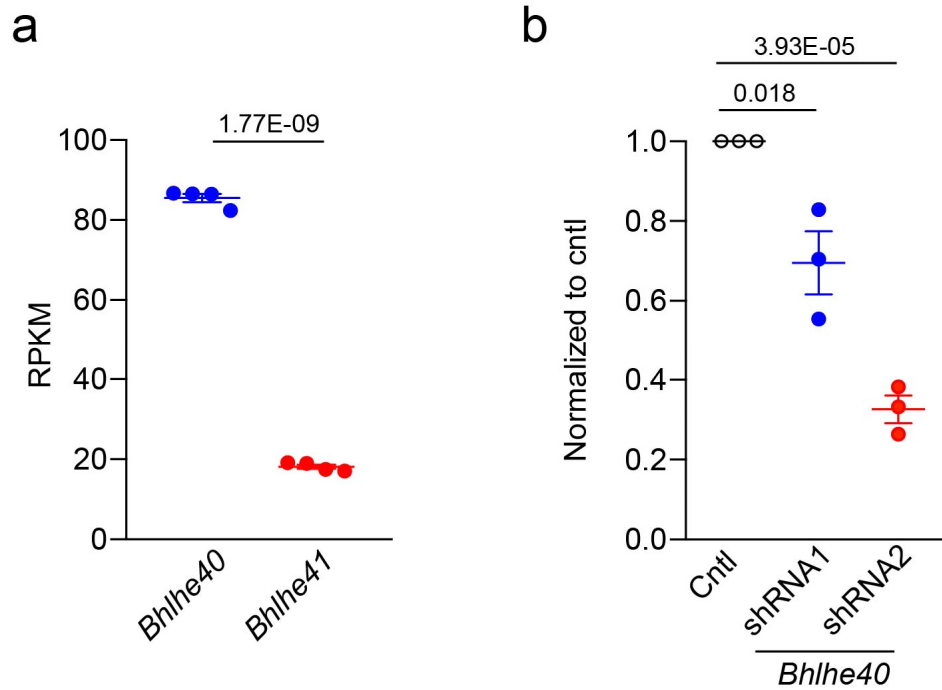

**Supplementary Fig. 6. Expression of *Bhlhe40* and *Bhlhe41* in cultured quiescent adult NSCs and confirmation of efficacy of shRNAs against *Bhlhe40*.** **a** RNA-seq analysis showing expression levels of *Bhlhe40* and *Bhlhe41* in cultured WT quiescent NSCs at day 5. Values represent mean  $\pm$  SEM ( $n = 4$  biological replicates for each condition). **b** qPCR analysis results showing effective knockdown of *Bhlhe40* by shRNA expression in cultured quiescent NSCs. Values were normalized to GAPDH and then control samples. Each dot represents data from one experiment. Values represent mean  $\pm$  SEM ( $n = 3$  for each condition). Two-tailed Student's  $t$  test is used and the  $P$  values are shown. Source data are provided as a Source Data file.

Whole gel images for Supplementary Fig. 1a

Setd1a

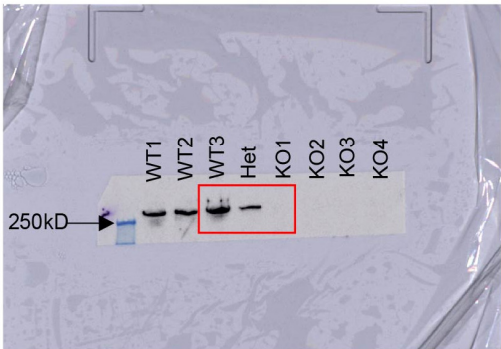

Tubulin

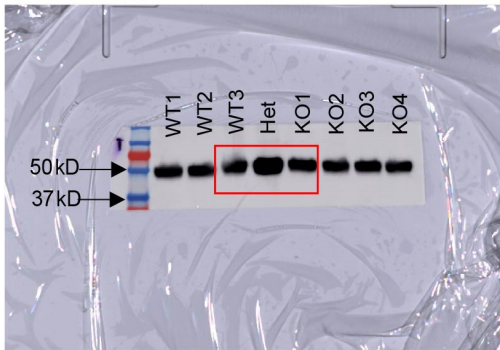

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: Epigenetic maintenance of adult neural stem cell quiescence in the mouse hippocampus via Setd1a
**Source:** Nat Commun. 2024 Jul 6;15:5674. doi: 10.1038/s41467-024-50010-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **SUPPLEMENTARY DATASETS (IN EXCEL FILES)**

**Supplementary Dataset 1. List of differentially expressed genes in cultured quiescent adult NSCs under different conditions.**

**Supplementary Dataset 2. List of locations of Setd1a CUT & RUN peaks in cultured WT quiescent adult NSCs and shared gene list between genes with a Setd1a peak at their promoters and genes with downregulated or upregulated expression in *Setd1a*-deficient adult NSCs.**

**Supplementary Dataset 3. List of antibodies and primers used in the current study.**

# Supplementary material for: Epigenetic maintenance of adult neural stem cell quiescence in the mouse hippocampus via Setd1a
**Source:** Nat Commun. 2024 Jul 6;15:5674. doi: 10.1038/s41467-024-50010-y
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Sequencing data was obtained from the NextSeq 550 sequencer (Illumina). Raw sequencing data were demultiplexed with bcl2fastq2 v2.17.1.14 (Illumina). Adaptors were trimmed using Trimmomatic v0.32 software. For RNA-seq, Trimmed sequence reads were mapped to mouse reference genome GRCm38 using STAR v2.5.2a. Only uniquely mapped reads were quantified at the gene level and summarized to gene counts using STAR-quantMode (GeneCounts), with multimapping and chimeric alignments discarded. For CUT&RUN, Trimmed sequence reads were uniquely mapped to mouse reference genome mm10 using Bowtie2 v2.1.0. Low mapping quality reads were filtered by SAMtools v0.1.18. Peak calling was performed using MACS2 v2.2.8. StepOnePlus Real-Time PCR for qPCR acquisition; Amersham Imager 600 for western blot quantification |
| Data analysis   | <p>##### Bioinformatic analysis:<br/>R (v3.6, RRID: SCR_001905); R Studio (v1.1, RRID: SCR_000432); ChIPseeker (RRID: SCR_021322); ComplexHeatmap (v2.18.0, RRID: SCR_017270); edgeR (v3.34.1, RRID: SCR_012802)</p> <p>##### Image analysis:<br/>Fiji Image J (NIH, v1.53f51, RRID:SCR_003070).</p> <p>##### Making figures:<br/>Adobe Illustrator CS6 (Adobe, v16.0.3, RRID: SCR_010279).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                     |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined empirically based on prior experiments. For immunohistological experiment at least three animals or three independent cell cultures was required for each group. For RNA-seq, four independent cultures for each group. For CUT&RUN, two independent cultures were used |
| Data exclusions | No data were excluded across experiments.                                                                                                                                                                                                                                                            |
| Replication     | Data were reproducible across experiments.                                                                                                                                                                                                                                                           |
| Randomization   | wild-type littermates were used as control for heterozygous and homozygous mice. Mice were randomly collected for experiments.                                                                                                                                                                       |
| Blinding        | Investigators were blinded in all immunohistological experiments during tissue processing, image acquisition, and cell quantification. Samples for RNAseq were blinded during the sequencing process.                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Chicken Polyclonal Anti-Nestin, Aves labs, Cat#NES, RRID: AB\_2314882, IHC 1:500  
 Rabbit Polyclonal Anti-GFAP, Dako, Cat# Z0334, RRID: AB\_10013382, IHC 1:500  
 Mouse Monoclonal Anti-GFAP, Sigma, Cat# MAB360, RRID: AB\_11212597, IHC 1:500  
 Rabbit Monoclonal Anti-TBR2, Abcam, Cat#ab183991, RRID: AB\_2721040, IHC 1:200  
 Guinea Pig Polyclonal Anti-DCX, EMD Millipore, Cat#AB2253, RRID: AB\_1586992, IHC 1:200  
 Goat Polyclonal Anti-DCX, Santa Cruz, Cat# sc-8066, RRID: AB\_2088494, IHC 1:200  
 Mouse Monoclonal Anti-Mcm2, BD Cat#610701, RRID: AB\_398024, IHC 1:150  
 Rat Monoclonal Anti-Sox2, Invitrogen, Cat#14-9811-82, RRID: AB\_11219471, IHC 1:150  
 Goat Polyclonal Anti-GFP, Rockland, Cat#600101215, RRID: AB\_11181883, IHC 1:500  
 Goat Polyclonal Anti-mCherry, Biorbyt, Cat#orb11618, RRID: AB\_2687829, IHC 1:500  
 Mouse Monoclonal Anti-Ki67, BD Biosciences, Cat#550609, RRID: AB\_393778, IHC 1:150  
 Rabbit Polyclonal Anti-Setd1a, Abcam, Cat#ab70378, RRID: AB\_1951955, Western Blot 1:150  
 Mouse Monoclonal Anti-Setd1a, Santa Cruz, Cat#sc-515590, RRID: N/A, IHC 1:150  
 Mouse Monoclonal Anti- $\alpha$ -Tubulin, Cell Signaling Technology, Cat#3873S, RRID: AB\_1904178, Western Blot 1:5000  
 Rabbit Polyclonal Anti-H3K4me1, Abcam, Cat#ab8895, RRID: AB\_306847, IHC 1:150  
 Rabbit Polyclonal Anti-H3K4me2, Abcam, Cat#ab7766, RRID: AB\_2560996, IHC 1:150  
 Rabbit Polyclonal Anti-H3K4me3, Abcam, Cat#ab8580, RRID: AB\_306649, IHC 1:150

## Validation

All antibodies used in this study are commercial. Commercially available antibodies were validated by manufacturer for immunostaining and immunoblotting. Data are included on manufacturers web site and typically contain a western blot and example immunostaining. Citations are also included on the relevant web pages.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

HEK293T cells were purchased from the ATCC.

## Authentication

Authentication performed by ATCC and according to ATCC verification procedures, which includes Mycoplasma detection, STR profiling, and Sanger sequencing

## Mycoplasma contamination

Cells were tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

None

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Setd1a<sup>fl/fl</sup> mice were generated in Dr. Suming Huang's lab (PMID: 25550471).  
 Nestin-Cre<sup>+</sup>/Tg mice were from Jackson Laboratory (003771) .  
 Hopx-CreERT2::H2B-GFP mice (PMID: 30929900) were generated by crossing Hopx-CreERT2 knock-in mice (Jackson Laboratory; 017606) that harbored a tamoxifen-inducible CreERT2 fusion gene with a Cre-reporter mouse line Rosa26<sup>flox-stop-flox</sup>-H2B-GFP mice (from lab of Dr. Z. Josh Huang) harboring loxP sites on either side of a STOP sequence and upstream of a fusion H2B-GFP protein cassette (PMID: 29684005).  
 Setd1a<sup>fl/+</sup> (WT) and Nestin-Cre::Setd1a<sup>fl/+</sup> (cHet); Strain: mouse, C57BL/6; Age: P14, P28, 3 months, 9 months  
 Hopx-CreERT2::Setd1a<sup>fl/+</sup>: H2B-GFP (WT), Hopx-CreERT2::Setd1a<sup>fl/+</sup>:H2B-GFP (iHet) and Hopx-CreERT2::Setd1a<sup>fl/fl</sup>:H2B-GFP (iKO); Strain: mouse, C57BL/6; Age: P1 and 6 weeks

## Wild animals

No wild animals were used in this study.

## Reporting on sex

Both male and female animals were used in the experiment. No obvious sex phenotype was observed in any of the experiments and data were combined

|                         |                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | No field-collected samples were used in this study.                                                                                                          |
| Ethics oversight        | Animal procedures were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

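The data analysed were 1 list of Setd1a CUT & RUN peaks from cultured WT quiescent adult NSCs at day 5. The libraries behind it were 2 Setd1a replicates from independent cultures and 1 IgG control. The authors trimmed the reads, mapped them uniquely to mm10 with Bowtie2, filtered reads of low mapping quality with SAMtools, called peaks per replicate with MACS2 at default parameters and deposited the peaks found in both replicates as 1 list. The deposited values are the start and end of each peak in bp, with its chromosome, and the list has no score or height per peak. The paper's text does not name whether the IgG library served as the control in peak calling, or how the intervals of the 2 replicates were joined. Because the list combines both replicates, no spread between replicates and no result with 1 replicate left out could be computed. The number of reads per library is unknown, so no statement is made about regions without a peak beyond their absence from this list. Every column of values in the list was used, and no column was left unmatched.

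From the peaks, the following was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0, with samtools 1.23.1 to index the reference and matplotlib 3.10.9 for the figures. Peaks were annotated with the GENCODE M21 transcripts of GRCm38, whose chromosome lengths equal those of mm10. The distance from a peak to a TSS was taken from the nearer edge of the peak and was 0 where the peak overlapped the TSS. A peak that overlapped several TSSs was given to the one nearest its midpoint. Promoter peaks lay within 3000 bp of a TSS, which covers the 3 promoter classes of Fig. 5b. Peaks outside this window were classed, in this order, as 5′ UTR, 3′ UTR, exon, intron or distal intergenic. Peaks on scaffolds and the mitochondrial genome were kept in all counts and left out of the random placements and the test by chromosome.

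Shares are given with 95% Wilson confidence intervals over peaks or genes. The promoter share and the clustering of peaks were compared with 1000 random placements of the intervals within their chromosomes, and the number of peaks per chromosome with 10000 random draws in proportion to chromosome length, with Benjamini-Hochberg adjustment over 21 chromosomes. Promoter peaks were compared between downregulated and upregulated genes, and between day 5 genes and genes changed only on other days, with two-sided Fisher's exact tests on genes. The gene lists, log2 fold changes, FDR and logCPM values are the paper's (Supplementary Dataset 1), for which the authors used edgeR, and were read in full for day 4, 5, 6 and 9. The day 7 tables were read only in part and were not used. Stratified comparisons used 5 quintiles of the paper's logCPM, the Mantel-Haenszel odds ratio and 10000 permutations of the gene's direction within strata. Genes are not independent replicates, so these tests describe the lists and not the variation between cultures.

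The rule for the genes described was fixed before the peaks were read. It takes every gene the paper names for this experiment in its text or in Fig. 5d and Fig. 5e, *Setd1a* itself, and the genes at the 5 widest peaks. Alternatives covered the promoter window (1000 and 2000 bp), the set of TSSs, the assignment of peaks to genes, the minimum width (300 bp), merging of peaks within 1000 bp, the FDR threshold (0.01), the day of the RNA-seq comparison and the random model. The tests of promoter share, clustering, chromosomes and gene lists were first run on simulated data. All 600 of 600 intervals placed over a TSS and 400 of 400 placed far from one were classed as placed. The same annotation was used to place and to class them, so this outcome checks the computation only. With 200 downregulated genes given additional promoter peaks among the 1776 genes of the day 5 table, the Fisher test gave p = 9.1e-23, and of 200 lists drawn without a difference 6% had a p under 0.05 in the Fisher test and 7% in the stratified test. A chromosome from which peaks were removed was the only one called among 5712 simulated intervals. The replicate correlation of Fig. 5a and the signal tracks of Fig. 5e need values per library and were not analysed here.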

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

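The tests of the mitochondrial and scaffold intervals were chosen after these results had been seen. The comparison within quintiles of logCPM at day 5 was planned in advance, and that at day 6 was chosen after the data were seen. The tests with other strata, without chromosomes X and 10 and with every gene counted were chosen after the day 5 difference had been seen, before their own results were known.

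The paper reports on peaks near genes, and its list also holds 19 peaks outside the autosomes and sex chromosomes. Of these, 2 lie on the mitochondrial genome (43 to 6571 and 10874 to 16248) and 17 on 5 unplaced or unlocalized scaffolds, 13 of them on scaffold JH584304. The mitochondrial intervals cover 73.0% of the 16299 bp of that genome, as broad coverage of a sequence present in many copies per cell would, so a candidate explanation is residual mitochondrial DNA and not binding at defined sites. Promoters of annotated genes do not account for most of the scaffold intervals, since 3 of the 17 lie within 3000 bp of an annotated TSS. These scaffolds carry few annotated genes, so promoters missing from the annotation stay open. Whether the IgG library shows the same intervals was not analysed here, and no biological explanation was tested.

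The paper compared promoter peaks with DEGs of day 5, the day of the CUT & RUN experiment. With the genes of the paper's day 6 table, which the paper did not set against the peaks, 28.5% of 799 downregulated genes and 37.0% of 830 upregulated genes had a promoter peak (odds ratio 0.680, two-sided Fisher's exact test, p = 0.00033). Within quintiles of the paper's logCPM the odds ratio at day 6 was 0.712 (permutation test, p = 0.0018), which argues against expression level as the whole cause at day 6. At day 5, a difference appeared only within quintiles of logCPM (odds ratio 0.638, permutation test, p = 0.0001). Because the day 5 difference is defined by this stratification, it is no test of expression level, and the part of expression cannot be told apart there. At day 4 (odds ratio 1.43, p = 0.28) and day 9 (0.922, p = 0.5) no difference was found by Fisher's exact test without strata, and none within quintiles of logCPM by permutation (1.66, p = 0.14, and 1.04, p = 0.77). Whether the odds ratios differ between days was not tested. In the same permutation test within quintiles of logCPM at day 5, the odds ratio stayed below 1 when promoters were also stratified by tertiles of CpG content (0.655, p = 0.0001) or of gene length (0.641, p = 0.0003), when genes on chromosomes X and 10 were left out (0.655, p = 0.0007), and when every gene within reach of a peak was counted (0.707, p = 0.0015). These values argue against each of these properties as the whole cause. A biological explanation stays open and untested: promoter peaks may mark genes that respond to the loss of Setd1a in either direction, and indirect effects could differ between the directions.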

How the results depend on the processing

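The alternatives were set before the data were examined, except the GENCODE basic and RefSeq transcripts, the random positions around TSSs of protein-coding genes, and the stratified comparisons other than that of day 5 with the settings used throughout, which were chosen after seeing the data. Both replicates were combined in the list, so no replicate was left out in turn. No paired analysis was possible because the list carries no replicate columns and the results compare genes or positions and not samples.

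The number of peaks (5708 to 6969), the number of genes with a promoter peak (3958 to 6597), the enrichment of promoters over random placement (4.11 to 8.37 times, permutation p = 0.001 in each of the 5 settings), the clustering of peaks (2.28 to 7.22 times the random share, p = 0.001 in each of the 4 settings) and the number of chromosomes that departed from their length (15 to 17) kept their direction and stayed within 1.5 times the reported counts or on the same side of the threshold. Clustering was 2.97 times the random share when random positions were drawn around the TSSs of all annotated genes, and 2.28 times around those of protein-coding genes only. The depletion of chromosome X (0.0812 to 0.0902 times the expected peaks) and the excess on chromosome 10 (1.55 to 1.60 times) were also kept. The median width rose to 482 bp when peaks within 1000 bp were merged, which joins neighbours by construction.

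The promoter share moved beyond its confidence interval under most settings. It was 64.8% within 1000 bp, 68.0% within 2000 bp, 63.3% with TSSs of protein-coding transcripts only, 63.6% with 1 TSS per gene, 72.9% for peaks at least 300 bp wide, 67.1% with GENCODE basic transcripts and 67.8% with RefSeq transcripts of GRCm38.p6. A smaller window or fewer TSSs can only lower the share. With distances from the peak midpoint (69.8%) and with peaks merged within 1000 bp (69.6%) it stayed within the interval.

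The comparison of downregulated with upregulated genes at day 5 had no clear direction without stratification. By Fisher's exact test, its odds ratio of 0.929 became 1.01 when every gene with a TSS within 3000 bp was counted (p = 0.92), 1.01 for peaks at least 300 bp wide (p = 0.96) and 1.43 with the genes of day 4 (p = 0.28), and it was 0.680 with those of day 6 (p = 0.00033). Within quintiles of logCPM, by permutation, it was 0.638 (p = 0.0001) as reported, 0.682 within 1000 bp (p = 0.0011), 0.717 for peaks at least 300 bp wide (p = 0.0043), 0.707 when every gene was counted (p = 0.0015) and 0.712 at day 6 (p = 0.0018), but 1.66 at day 4 (p = 0.14) and 1.04 at day 9 (p = 0.77). The comparison of day 5 genes with genes changed only on other days rose from an odds ratio of 1.07 to 1.23 at an FDR under 0.01 (Fisher's exact test, p = 0.012) and fell to 0.95 within quintiles of logCPM (permutation test, p = 0.47). Why these odds ratios changed between days, FDR thresholds and sets of peaks or genes was not examined, and the cause was not tested. The unknown depth of the libraries limits every count of peaks, since deeper libraries yield more peaks.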

Differences from the paper's values

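The paper's share of peaks in exons outside the UTRs is about 2.6% in Fig. 5b, read by eye with its exon classes taken together, against 1.22% here, and its share in 5′ UTRs is about 0.09%, against 0.0574% here, or 4 of 6969 peaks. No alternative was set for these classes before the data were examined. By nearest TSS, the peaks near *Atr*, *Higd1a*, *Arl6* and *Fbxl5*, which the paper shows in Fig. 5d, were given to another gene. When every gene with a TSS within 3000 bp was counted, all 27 genes of Fig. 5d had a promoter peak, the number the paper gives.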

Other observations

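The tests of the copy number of chromosome X, of its expressed genes and of the narrowest interval were chosen after the results had been seen. The other tests in this part were chosen after the patterns had been seen, before their own results were known.

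Chromosome X was nearly free of peaks. Among genes of the paper's RNA-seq tables, which are expressed in these cultures, 12 of 178 genes on chromosome X had a promoter peak (6.74%), against 1228 of 3702 autosomal genes (33.2%). The odds ratio was 0.146 (two-sided Fisher's exact test, p = 1.5e-16; adjusted p = 3.1e-15 over 21 chromosomes), which argues against a lack of expressed genes. It was 0.134 within quintiles of expression, 0.175 within quintiles of expression and tertiles of promoter CpG content, and 0.144 within quintiles of expression and tertiles of the repeat-masked share (permutation tests, p = 0.0001 each, the smallest possible). Expression level, CpG content and repeats at promoters were therefore not sufficient causes. Peaks outside promoters were as scarce, at 0.0914 times the autosomal density, as those at promoters, at 0.074 times. A chromosome-wide cause such as a lower copy number, with fewer reads per site for a peak caller that sets one threshold for the genome, could give this pattern, but it cannot be told apart from a chromosome-wide lack of Setd1a binding because the depth and signal of the libraries were not analysed here. The paper does not report on chromosome X, and *Pgk1* is the only gene of Fig. 5d on it.

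Chromosome 10 stood out in the other direction. Of its 196 genes in the RNA-seq tables, 92 had a promoter peak (46.9%), while the other autosomes ranged from 28.1% to 36.0% (odds ratio against the other autosomes 1.85, Fisher's exact test, p = 4.5e-05; adjusted p = 0.00047). Chromosomes X and 10 were the only 2 of 21 chromosomes with an adjusted p under 0.05 in this test. In permutation tests the odds ratio was 1.8 within quintiles of expression (p = 0.0001) and 1.74 with tertiles of CpG content added (p = 0.0004), which argues against high expression or CpG-rich promoters as the cause. The share exceeded the 32.4% of the other autosomes in each of 4 segments of equal length along the chromosome, from 38.9% to 51.1%. In segments 1 and 2 the Wilson confidence interval included 32.4% (24.8% to 55.1% and 29.9% to 59.0%). In segments 3 and 4 it lay above 32.4%, starting at 38.9% and 37.0%. Whether the excess is confined to the stretch of segments 3 and 4 therefore stays open. Promoter peaks on chromosome 10 were also wider, as more reads per site would give. Their median was 550 bp against 504 bp on the other autosomes (two-sided permutation test of the mean rank of width over 4864 peaks, p = 0.011). An additional copy of chromosome 10 in part of the cultured cells is a candidate explanation that these values leave open. No copy number was measured here, and a biological preference for the chromosome was not tested.

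The 5 widest intervals were the 2 on the mitochondrial genome, one of 5805 bp on chromosome 17 (39842997 to 39848801, at *Gm26917*), one of 3140 bp on chromosome 9 (124422824 to 124425963, at *Ppp2r3d*) and one of 2836 bp on chromosome 11 (74829644 to 74832479, at *Mnt*). The 50 widest intervals on chromosomes had a median repeat-masked share of 7.97% against 5.28% for the others (one-sided permutation test, p = 0.021), a small difference in the direction that repeats as a source of wide intervals would give. The masked share was 4.20% at *Gm26917*, 5.86% at *Ppp2r3d* and 5.43% at *Mnt*, each below the median of the 50. It was 0% in both mitochondrial intervals, which were not part of this comparison. Since mitochondrial DNA is present in many copies per cell, a low masked share does not rule out sequence present in many copies. That source therefore stays open for the widest intervals on chromosomes too. No biological explanation was tested.

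The narrowest interval (233 bp) and the smallest gap (234 bp) are nearly equal. Intervals cut to the stretch shared by both replicates could include shorter pieces, and none is narrower than 233 bp. This width is the observation itself, and the peaks of each replicate were not available to show how short cut pieces would be. It therefore stays open whether intervals were cut, or whether whole peaks of 1 replicate or joined peaks were kept.

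No peak lay within 3000 bp of a TSS of *Setd1a* itself (chromosome 7, 127776670 to 127800122). The nearest peak was 30508 bp away, at *Fbxl19*. Of the 27 genes of Fig. 5d, 7 are also listed in the paper's day 6 table, and 6 of these 7 (*Ahi1*, *Appl2*, *Higd1a*, *Krit1*, *Pcm1* and *Pgk1*) are upregulated there, in contrast to day 5. In the paper's day 9 table, 8 of the 27 are listed, of which 7 are downregulated, and *Morf4l1* is upregulated. These directions are the paper's.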
